# Sex-biased gene expression and sequence conservation in Atlantic and Pacific salmon lice (*Lepeophtheirus salmonis*)

**DOI:** 10.1186/s12864-016-2835-7

**Published:** 2016-07-04

**Authors:** Jordan D. Poley, Ben J. G. Sutherland, Simon R. M. Jones, Ben F. Koop, Mark D. Fast

**Keywords:** Copepoda, Evolution, *Lepeophtheirus salmonis*, Reproduction, Sea lice, Sex-bias, Sexual dimorphism, Transcriptomics

## Abstract

**Background:**

Salmon lice, *Lepeophtheirus salmonis* (Copepoda: Caligidae), are highly important ectoparasites of farmed and wild salmonids, and cause multi-million dollar losses to the salmon aquaculture industry annually. Salmon lice display extensive sexual dimorphism in ontogeny, morphology, physiology, behavior, and more. Therefore, the identification of transcripts with differential expression between males and females (sex-biased transcripts) may help elucidate the relationship between sexual selection and sexually dimorphic characteristics.

**Results:**

Sex-biased transcripts were identified from transcriptome analyses of three *L. salmonis* populations, including both Atlantic and Pacific subspecies. A total of 35-43 % of all quality-filtered transcripts were sex-biased in *L. salmonis*, with male-biased transcripts exhibiting higher fold change than female-biased transcripts. For Gene Ontology and functional analyses, a consensus-based approach was used to identify concordantly differentially expressed sex-biased transcripts across the three populations. A total of 127 male-specific transcripts (i.e. those without detectable expression in any female) were identified, and were enriched with reproductive functions (e.g. seminal fluid and male accessory gland proteins). Other sex-biased transcripts involved in morphogenesis, feeding, energy generation, and sensory and immune system development and function were also identified. Interestingly, as observed in model systems, male-biased *L. salmonis* transcripts were more frequently without annotation compared to female-biased or unbiased transcripts, suggesting higher rates of sequence divergence in male-biased transcripts.

**Conclusions:**

Transcriptome differences between male and female *L. salmonis* described here provide key insights into the molecular mechanisms controlling sexual dimorphism in *L. salmonis*. This analysis offers targets for parasite control and provides a foundation for further analyses exploring critical topics such as the interaction between sex and drug resistance, sex-specific factors in host-parasite relationships, and reproductive roles within *L. salmonis*.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2835-7) contains supplementary material, which is available to authorized users.

## Background

Sexual dimorphism describes the phenotypic differences between sexes of the same species. It is ubiquitous across the animal kingdom and is favored through a combination of sexual selection, intersexual competition for resources, and fundamental differences in reproductive roles [1–3]. Genes overexpressed in one sex relative to the other are known as sex-biased genes, and include genes expressed in both sexes (but higher in one) or genes expressed in only one sex (sex-specific; reviewed in [4, 5]). A large proportion, often greater than 50 %, of genes exhibit sex-biased expression in many species including fruit flies *Drosophila* spp*.* [6, 7]*,* the nematode *Caenorhabitis elegans* [8]*,* parasitic flatworms *Schistosoma* spp. [9, 10]*,* the water flea *Daphnia pulex* [11]*,* the African clawed frog *Xenopus laevis* [12]*,* the songbirds *Taeniopygia guttata* and *Sylvia communis* [13], the olive flounder *Paralichthys olivaceus* [14]*,* the mouse *Mus musculus* [15], and humans *Homo sapiens* [16, 17]. This trend is largely driven by expression differences in the gonad. As such, transcriptome profiling is a highly useful approach to understand the mechanisms underlying sexual dimorphism and reproduction.

Crustaceans are one of the most diverse animal taxa, comprising more than 850 families with approximately 67,000 species [18, 19]. They are ecologically important, serving essential roles in the food chain and primary production in marine ecosystems [20]. Furthermore, crustaceans play important roles in aquaculture as both farmed animals (62 species worth over USD 34.8 billion per year; [21, 22]) and as parasites of farmed fish [23]. Most parasitic crustaceans are species within the class Copepoda, which displays a vast array of sexual dimorphism in anatomy, reproductive roles, sensory systems, and host/parasite relationships [23]. One of the most studied parasitic copepod, the salmon louse *Lepeophtheirus salmonis*, causes more than USD 480 million in losses to the Atlantic Salmon (*Salmo salar*) aquaculture industry annually [24]. Additionally, drug resistant strains of *L. salmonis* (and other sea lice species) have emerged globally (reviewed by [25]), threatening the sustainability and productivity of the industry.

*Lepeophtheirus salmonis* displays sexual dimorphism among several morphological, physiological, and behavioural characters. This phenomenon is observed in the motile parasitic stages of the lice (pre-adult I, II, and adult) although sex-specific differences in cephalothorax size and molt timing are also evident at preceding stages [26]. In addition, males develop faster than females, but they mature at approximately half the size of the adult female [26–28]. Sex differences in the morphology of the genital segment, abdomen, and appendages occur in all motile stages [27]. Distinct sex-associated behavioral characteristics related to reproductive success including frequency of host switching [29–31], mate location [32], blood feeding [33], and mate-guarding [31, 34] have also been reported. Sexually dimorphic physiology is also evident when *L. salmonis* are exposed to a commonly used antiparasitic compound, emamectin benzoate (EMB). Although EMB-resistance is widespread [25], males consistently show higher tolerance to EMB compared with females, regardless of the overall level of resistance within the population [35–37]. However, the molecular mechanisms underpinning sex-specific anatomy, behavior, and physiology in *L. salmonis*, and copepods in general, remain poorly understood.

The present study investigates sex-biased gene expression in three populations of *L. salmonis* using newly-generated transcriptomic data from Pacific Canada *L. salmonis* as well as a novel analysis of an available published dataset from Atlantic Canada *L. salmonis* [37]. A consensus-based, meta-analysis approach was used to identify sex-biased transcripts putatively responsible for sexual dimorphism in *L. salmonis*. Additionally, *L. salmonis* sequence conservation with related species (UniProt or Conserved Domain Database; e < 10^-10^) was integrated with sex-biased expression results to investigate sex-specific selective pressure and genomic constraint.

## Results

### Sex-biased gene expression in *L. salmonis*

Sex-biased transcripts were identified in three populations of pre-adult II *L. salmonis* using a 38 K oligonucleotide microarray. Two of the populations were from the Atlantic subspecies *L. salmonis salmonis* and were collected from separate bay management areas (BMA-2a and BMA-2b) in the Bay of Fundy, New Brunswick [37], and the third was from the Pacific subspecies *L. salmonis oncorhynchi* [38] collected from the Broughton Archipelago, British Columbia (BC). Eighteen to 21 F1 generation preadult males and females from each population were analyzed in individual microarray hybridizations (total *n* = 117 individuals and hybridizations). 

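The Pacific population was represented by 40 individual lice, each hybridized alone to 1 array. At 0, 0.01 and 0.1 ppb EMB there were 7, 5 and 7 males and 6, 7 and 8 females. RNA of the single louse was labelled with Cy5 and a pool common to all arrays with Cy3, and no dye swaps were made. Each array held 38132 probes and 7088 control spots, and the 40 arrays used lay on 11 slides. The authors' spot intensities on a linear scale were the starting point, as the mean signal and median local background of each dye. Median raw Cy5 intensity per array was 342 to 1285 in males (median 538) and 446 to 1144 in females (median 675). Raw Cy5 reached 500, the study's limit for signal above background, in 38.7 to 62.5% of probes in males and 47.6 to 63.0% in females. Saturated spots made up 0.913 to 6.02% of Cy5 values in males and 1.10 to 3.76% in females. Between arrays, the median correlation of log2 ratios was 0.85 among females, 0.42 among males and 0.11 between the sexes.

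Background was removed with the normexp method, and log2 ratios of Cy5 to Cy3 were normalized within each array by loess. Spots with a poor quality mark were left out, which was 2.13% of the values tested, and n for a probe counts the lice with a value. A probe was tested when at least 65% of the lice of 1 sex and EMB group had a raw Cy5 of at least 500 and no poor mark, and 22283 of 38132 probes (58.4%) met this. A limma model with a mean for each of the 6 groups of sex and EMB gave the tests. Transcripts were called male-biased or female-biased at a Benjamini-Hochberg adjusted p under 0.01 and a fold change of at least 1.5. A transcript that missed either limit is said not to have passed. Log2 fold changes are males minus females, so a positive value is higher in males, and their errors are standard errors (SE). Where every louse of 1 sex was under 500, the fold change was computed against a floor and is given as a lower bound. Where only a few lice of 1 sex reached 500, the fold change rests mostly on background values of that sex. Contig numbers and annotations came from Additional files 1 to 3, with the first 1999 of 6559, 1999 of 5437 and 649 of 10488 probes of the population tables. The number of arrays limits the precision of all values.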

A total of 34.7 – 42.7 % of all unique contigs passing quality control (QC) filters were significantly sex-biased (Benjamini-Hochberg multiple test correction; *p* < 0.01; fold change (FC) ≥ 1.5) in Atlantic and Pacific *L. salmonis* (Table 1). 

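Among the transcripts that were both tested and annotated here, that of ATG13 (C196R064), named after an autophagy protein, was the most male-biased in Pacific lice. Its mean log2 ratio was −0.10 ± 2.01 (SD, n = 18) in males and −6.40 ± 0.64 (SD, n = 21) in females. Its log2 fold change was 6.25 (SE 0.46, adjusted p = 1.8e-14 from limma). The transcript of von Willebrand factor D and EGF domain-containing protein (C054R094), a secreted protein with adhesion domains, was under 500 in all 19 males and at least 81.6-fold higher in females. Tristetraproline (C014R157), which promotes decay of AU-rich messenger RNA, was at least 79.7-fold higher in females. Of the 22283 probes tested, 12116 (54.4%) were sex-biased, and the smallest adjusted p was 1.2e-37. Among 3336 contigs with a tested probe in the supplementary tables, 2359 (70.7%) were sex-biased, but these tables list contigs the study chose on these samples and are not independent evidence. On each of the 10 slides with both sexes, log2 fold changes between the sexes of that slide had a correlation across probes of 0.62 to 0.94 with those of the lice on the other slides. The median was 0.896, against a highest median of 0.584 in 99 shuffles of sex within slides, and probes are not independent replicates.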

Including only the transcripts expressed in both sexes, a Principal Component Analysis (PCA) separated male and female samples along the first principal component (PC1; explaining the most variation) in all three populations, representing 50.2, 39.5 and 53.4 % of the transcriptional variation in BMA-2a, BMA-2b, and Pacific lice, respectively (Fig. 1). 

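Male and female Pacific lice did not overlap on PC1 over the 16405 probes expressed in both sexes. Scores were −89.2 ± 38.2 (SD, n = 19) in males, from −128 to −0.49, and 80.7 ± 15.4 (SD, n = 21) in females, from 48.7 upward. The males with the scores nearest to 0 were replicate 5 at 0 ppb (−0.49), replicate 1 at 0 ppb (−13.6) and replicate 3 at 0.01 ppb (−20.9). PC1 held 59.5% of the variance, PC2 7.58% and PC3 5.44%.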

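Male-biased probes numbered 6345 and female-biased probes 5771 in Pacific lice after loess normalization, so 52.4% of sex-biased probes were higher in males, but the share was 32.6% with median centring in place of loess and 45.5% with the authors' processed values. Small proline-rich protein 3 (C113R114), of a family that cross-links in epithelial envelopes, had a log2 fold change of 5.43 (SE 0.64, adjusted p = 1.9e-09 from limma), and 15 of 19 males and 2 of 21 females were at or above 500. CLIP-associating protein 2 (C042R071), which binds microtubule ends, was under 500 in all males and at least 70.4-fold higher in females. The median log2 fold change over all tested probes was −0.04 with loess, −0.47 with median centring and −0.17 with the authors' values, and this shift moves probes near the threshold into or out of the called set.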

No consistent differences were observed between the proportions of transcripts overexpressed in males relative to females in each population (Table 1). Sex-biased transcripts for each population, including p-values, fold changes, annotations, and accession identifiers, can be found in Additional file 1.

**Table 1:** Sex-biased contigs in three populations of *L. salmonis*

*L. salmonis* populations	Unique contigs passing QC filter	Proportion sex-biased (%)	Male-biased contigs	Female-biased contigs	Proportion (%) of orphans		
					Male-biased	Female-biased	Unbiased
Atlantic (BMA-2a)	11859	34.7	1955	2157	45.1	37.1	33.1
Atlantic (BMA-2b)	8527	40.0	1729	1682	48.9	32.8	32.4
Pacific	14923	42.7	3068	3303	51.8	28.3	34.0
Consensus	7889	N/A	368	461	50.7	20.1	N/A

Orphans are contigs without annotation (BLASTx; e < 10^-10^). The numbers listed in this table are representative of unique contigs (i.e. duplicate probes removed). Only unique contigs were considered for each category

**Fig. 1:**
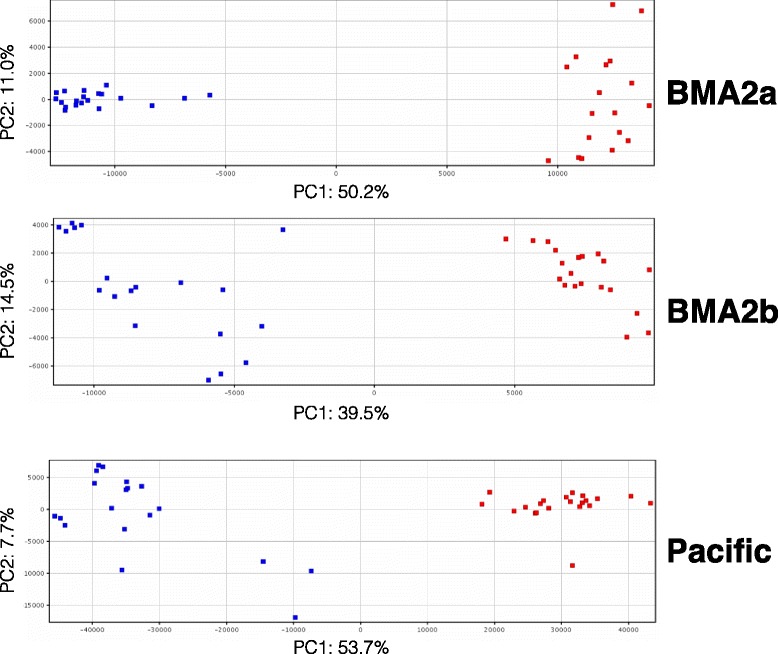
Principal Component Analysis of three populations of *L. salmonis.* Individual lice are represented in *blue* (males) and *red* (females). Sexes are separated on PC1 (x-axis) in all populations by 50.2 %, 39.5 % and 53.4 % for BMA-2a, BMA-2b, and Pacific lice, respectively. Only transcripts expressed by both sexes (i.e. excluding sex-specific probes) were included in PCA analysis

### Sequence conservation in sex-biased transcripts

The *L. salmonis* contigs used for microarray construction [39] were annotated using BLASTx and RPS-BLAST against SwissProt and Conserved Domain Database (CDD; [40]), respectively [39]. Contigs without annotation (e > 10^-10^) are marked as *unknown* in the additional files. The proportion of orphans relative to annotated transcripts in male-biased, female-biased, and unbiased categories was assessed for each population. This approach has been used in other model organisms, for example in flies and nematodes [11, 41]. Male-biased transcripts from all three *L. salmonis* populations had a higher proportion of orphans compared with female-biased and unbiased transcripts (Table 1). Female-biased and unbiased transcripts did not show consistent differences in the proportion of orphans (Table 1). These data suggest lower sequence conservation of male-biased transcripts in *L. salmonis*.

### Consensus of sex-biased transcripts in three populations of *L. salmonis*

To assess the functional impacts of sex-biased expression in *L. salmonis*, differentially expressed transcripts between sexes from each population were used to generate a consensus list (Fig. 2). A total of 1470 unique transcripts, out of a total of 7889 were shown to be significantly sex-biased in all three populations with 829 of these showing concordant expression profiles (Fig. 2; Additional file 2). Using this consensus list (i.e. requiring concordant differential expression being identified in all three populations), 368 transcripts showed male-bias and 461 were female-biased. 

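Of the 368 contigs listed as male-biased, 243 had a probe that passed the filter in Pacific lice, and 242 of these were male-biased by the mean log2 ratio over their tested probes. Tested alone, all 343 probes of these contigs were male-biased. Adhesive plaque matrix protein (C127R102), an adhesive protein in mussels, had a log2 fold change of 5.85 (SE 0.63, adjusted p = 1.6e-09 from limma, n = 15 males and 17 females). Of the 461 contigs listed as female-biased, 459 were tested and 377 were female-biased by this mean. Their 656 tested probes were all higher in females, with 547 past the threshold. Extended synaptotagmin-3 (C141R139), a tether between membranes, had a log2 fold change of −7.02 (SE 0.15, adjusted p = 4.1e-29), with 1 of 19 males at or above 500. Both lists were chosen by the study on these lice among others and are not independent evidence. The other 190 listed male probes did not reach a raw Cy5 of 500 in enough males of any group to be tested.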

As expected from the individual population analyses, consensus male-biased transcripts showed a 2.5-fold higher proportion of orphans compared with those showing female-bias (Table 1). 

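Orphans made up 186 of the 368 listed male contigs (50.5%, exact 95% confidence interval 45.3 to 55.8) and 93 of the 461 listed female contigs (20.2%, 16.6 to 24.1). The odds ratio was 4.04 (2-sided Fisher's exact test, p = 3.4e-20). Among the listed contigs with at least 1 probe called in Pacific lice here, 106 of 243 male contigs (43.6%, 37.3 to 50.1) and 78 of 385 female contigs (20.3%, 16.4 to 24.6) were orphans, an odds ratio of 3.04 (Fisher's exact test, p = 6.5e-10). Among contigs with at least 1 called probe at a fold change of at least 4, rather than a mean over probes, the shares were 54 of 103 for males (52.4%) and 37 of 83 for females (44.6%), and the difference did not pass the test (Fisher's exact test, p = 0.305). The 125 listed male contigs that were not tested are outside the last 2 comparisons. Contigs listed as male-specific were 65.4% orphans, and 7 of their 183 probes passed the filter. The test at a fold change of at least 4 therefore leaves most of them out. The study chose the lists on these lice among others, so the shares are not independent evidence. From the higher share of orphans among male-biased transcripts, the paper proposes that their sequences are less conserved.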

Differences in the degree of sex-biased expression, as measured by fold change (FC) also varied between male- and female-biased transcripts. 

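In Pacific males, 95 of the 242 male-biased consensus contigs (39.3%) had a fold change of at least 4 as a mean over their tested probes, against 82 of the 377 female-biased contigs (21.8%) in females. The odds ratio was 2.32 (2-sided Fisher's exact test, p = 3.2e-06). With median centring in place of loess the shares were 35.2% of 176 male contigs and 29.9% of 441 female contigs, and the difference did not pass (odds ratio 1.27, exact p = 0.213). Median fold change was 3.42 for the male contigs and 2.14 for the female contigs. Glucosamine-6-phosphate isomerase (C143R036), an enzyme of amino sugar breakdown, had a log2 fold change of −6.17 (SE 0.19, adjusted p = 1.2e-24 from limma), with 12 of 19 males at or above 500. Over all sex-biased probes, 2300 male-biased probes (36.2%) and 833 female-biased probes (14.4%) had a fold change of at least 4. The 125 listed male contigs that were not tested are outside these shares.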

On average, 84.8 % of the transcripts overexpressed in females had low sex-bias (FC ≥ 1.5 and ≤ 4), whereas transcripts overexpressed in males had equal proportions of high and low sex-bias (Table 2). 

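Of the 127 contigs listed as male-specific, 100 had no probe at or above a raw Cy5 of 500 in any of the 21 Pacific females. Among their 183 probes, 153 reached 500 in no female, 18 in 1 female and 12 in more than 1, up to 11 females. No listed probe reached 500 in every male, and the median was 9 of 19 males with a range of 9 to 17. Males were at least 3.11-fold higher in the median of the 153 probes, from at least 1.68-fold to at least 6.85-fold. These bounds are means over all 19 males, with those under 500 included, and are lower than bounds for the males that reached 500 would be. Brain-specific angiogenesis inhibitor 1 (C153R091), an adhesion receptor, was at least 4.13-fold higher in males and reached 500 in 9 males. With a limit of 250 the count was 0 contigs, with 1000 it was 125, and with 500 after subtracting the local background it was 123. Median local background reached 279 on a female array. The limit of 250 lies within background there, so its count of 0 does not bear on sex-specific expression. Of the 183 probes, 7 passed the filter used for testing.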

Interestingly, 127 male-biased transcripts were not expressed above background levels in any of the 58 females assayed and therefore are referred to as male-specific. In contrast, only 20 transcripts were female-specific in the consensus list. 

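In Pacific lice, 12 of the 20 listed contigs had no probe at or above 500 in any of the 19 males. The count was 0 with a limit of 250, and 20 both with 1000 and with 500 after subtracting the local background. Median local background reached 255 on a male array, so the 0 at 250 does not bear on sex-specific expression. Of their 24 probes, 15 reached 500 in no male, 4 in 1 male and 5 in more than 1, up to 6 males. All 24 probes reached 500 in all 21 females and passed the filter. Females were at least 19.0-fold higher in the median of the 15 probes, from at least 9.57-fold to at least 66.8-fold. Orphans were 83 of the 127 male-specific contigs (65.4%) and 11 of the 20 female-specific contigs (55.0%). Beyond the consensus list, 626 of all tested probes reached 500 in no male and 218 in no female, and Protein jagged-1 (C087R055), a ligand of Notch, was at least 38.5-fold higher in females.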

Here, fold changes are reported as the range of differential expression between males and females across all populations, unless the transcript was sex-specific, and then it is denoted as such. Fold changes specific to each population for consensus sex-biased transcripts can be found in Additional file 2.

**Fig. 2:**
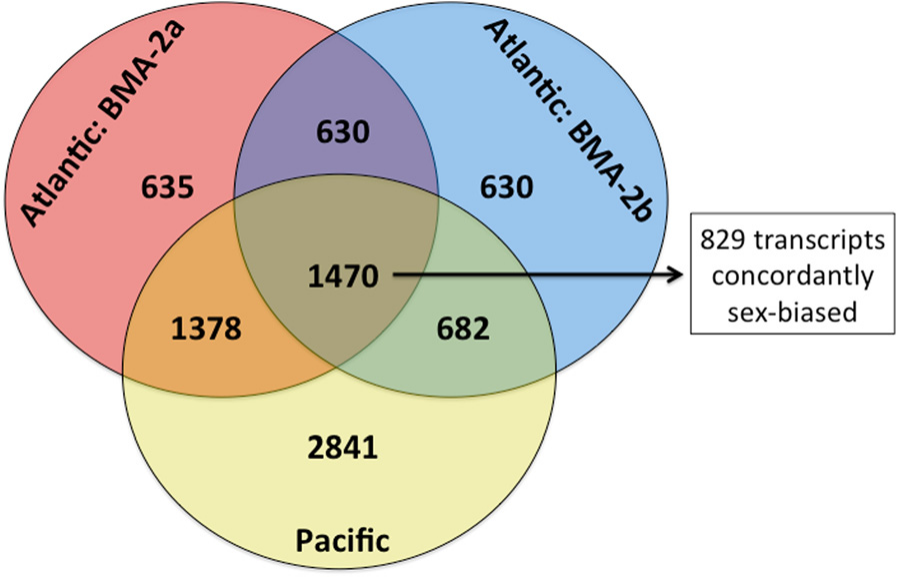
A consensus approach to identify sex-biased transcripts in *L. salmonis.* Sex-biased transcripts are displayed for each population separately. A consensus on sex-biased expression was achieved by creating a list of transcripts showing concordant differential expression between males and females across all three populations. Sex-biased transcripts for each individual population analysis can be found in Additional file 1 while consensus transcripts are displayed in Additional file 2

**Table 2:** Extent of sex-bias in three *L. salmonis* populations using consensus sex-biased transcripts (Additional file 2)

Sex-bias	Population	Proportion (%)	
		Low fold change (≥1.5 but < 4)	High fold change (≥4 fold)
MALE	BMA2a	51.5	48.5
	BMA2b	55.3	44.7
	Pacific	37.7	62.3
	Mean FC	49.9	50.1
FEMALE	BMA2a	85.5	14.5
	BMA2b	98.5	1.5
	Pacific	77.3	22.7
	Mean FC	84.8	15.2

Mean fold change (FC) was calculated for each transcript using the average fold change across the three populations

### Male-biased transcripts in three populations of *L. salmonis*

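Of 16 transcripts annotated for the flagellum and sperm, 10 were male-biased, 2 were female-biased and 4 did not pass the test in Pacific lice, with the same counts when adjusted over the list alone. Their median log2 fold change was 1.39. Testis serine protease 1 (C202R088), of a family of proteases made in germ cells, had a log2 fold change of 3.45 (SE 0.56, n = 19 males and 21 females). Outer dense fiber protein 2-like (C121R150), named after a protein of the sperm tail, had a log2 fold change of 1.54 (SE 0.33), with a mean log2 ratio of −1.02 ± 1.21 (SD) in males and −2.55 ± 0.24 (SD) in females. This and the other lists chosen by annotation hold only transcripts of the supplementary tables. These mostly list transcripts the study called sex-biased in these or the Atlantic lice, so the counts are not independent evidence. Whole lice give no value for the testis alone.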

The majority of annotated male-biased transcripts had roles in reproduction, for example being accessory gland proteins (Acps) and seminal fluid proteins (SFPs; reviewed by [42]). 

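In Pacific lice, 7 of the 16 proteases and 4 of the 13 protease inhibitors of Table 3 passed the filter, and all 11 were male-biased (11 adjusted over the list alone, which is not independent evidence because the study chose the transcripts on these lice). Papilin (C132R072), a matrix glycoprotein with kunitz domains, had a log2 fold change of 4.02 (SE 0.66, adjusted p = 1.3e-06 from limma) with poor spots kept. Without them it was 6.18 (SE 0.74, adjusted p = 1.4e-06), from 7 males and 10 females and with no value in 1 of the 6 groups of sex and EMB. C132R072 was above 500 in all lice of both sexes, while the probe of Table 3 for the same contig (C063R028) reached 500 in 9 males and no female and was not tested. Keratin-associated protein 6-2 (C088R043), which carries a kunitz domain, had a log2 fold change of 4.35 (SE 0.79, adjusted p = 6.4e-06), and 11 males and 7 females reached 500. Antichymotrypsin-2 (C109R015), a serpin, had a log2 fold change of 1.66 (SE 0.28, adjusted p = 2.8e-06). With median centring in place of loess, 3 of the proteases and 3 of the inhibitors were male-biased. Of the transcripts not tested, carboxypeptidase B (C161R058), a digestive-type metallopeptidase, reached 500 in 9 males and no female and was at least 3.98-fold higher in males. Of 7 tested protease inhibitors in a list chosen by annotation, 3 were male-biased, none was female-biased and 4 did not pass, also when adjusted over the list alone.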

Transcripts known to regulate proteolysis for reproduction-related functions were highly male-biased in *L. salmonis* and included 16 proteases and 13 protease inhibitors, 10 of each being male-specific. However, a high degree of variance was observed in the expression of proteolytic transcripts among Pacific males (Fig. 3). 

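The SD over Pacific males was more than 2 times the SD over females for 24 of the 29 proteases and protease inhibitors of Table 3. Their median SD was 2.79 log2 units in males (n = 19) and 0.46 in females (n = 21). Several of these transcripts, calpain-A (C141R096) among them, reached 500 in no female. For these the SD over females is that of background and does not measure how expression varied among females. Calpain-A catalytic subunit (C141R096), a cysteine protease activated by calcium, had a mean log2 ratio of −1.96 ± 3.14 (SD) in males and −5.84 ± 0.72 (SD) in females. Gamma-glutamyltranspeptidase 1 had an SD of 0.61 in males and 0.43 in females. Over all 22283 tested probes, with group means removed, the SD was more than 2 times higher in males for 4585 probes and in females for 131, and the median SD was 0.49 in males and 0.36 in females. The study chose the 29 transcripts on these lice, so their count is not independent evidence.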

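The listed co-expressed transcripts were measured with 164 probes of 122 contigs, and 158 probes of 117 contigs had a correlation above 0.95 with C259R052 over the 40 Pacific lice. With Spearman's correlation 1 contig passed, and with the authors' processed values 83 did. The median correlation of the listed probes was 0.981, and the lowest was 0.939. Males fell into 2 separate groups for these transcripts, which alone gives a high correlation over all lice. Within the 9 males that expressed C259R052 the median correlation was 0.819, and within the other 10 males it was 0.718. In those 10 males C259R052 had a raw Cy5 of 139 to 269, the level of background, so 0.718 does not measure co-expression. Of the listed probes, 22 passed the filter. Over all tested probes, 59 had a correlation above 0.95, of which 20 were in the list. The study chose the list on these lice, so its counts are not independent evidence.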

To better understand this expression pattern, a transcript similarity assessment using *kunitz/BPTI-like toxin* (probe ID: C259R052) showed that 110 transcripts were strongly co-expressed (Pearson’s correlation, 0.95 < r < 1.0; Fig. 3). 

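For kunitz/BPTI-like toxin (C259R052), a protease inhibitor related to those of venoms, raw Cy5 was 10732 to 59375 in 9 Pacific males and 139 to 269 in the other 10, while the highest of 21 females was 339. As a mean over the 9 and the 10 males together, males were at least 6.09-fold higher than females for this probe. The mean log2 ratio of the co-expressed transcripts was 0.64 to 3.50 in the 9 males and −4.70 to −3.70 in the 10 males. All 164 probes were at or above 500 in each of the 9 males, and 10 to 18 probes in each of the 10 males.

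By EMB dose, the mean over males was −1.34 ± 3.69 (SD, n = 7) at 0 ppb, −1.76 ± 3.37 (SD, n = 5) at 0.01 ppb and −1.29 ± 2.70 (SD, n = 7) at 0.1 ppb (2-sided exact permutation test, p = 0.986, adjusted over 2 tests 0.986). Males on the high side were 3 of 7, 2 of 5 and 4 of 7 at the 3 doses. Of 6 slides with more than 1 male, 3 held males of both kinds.

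**Figure D1:**
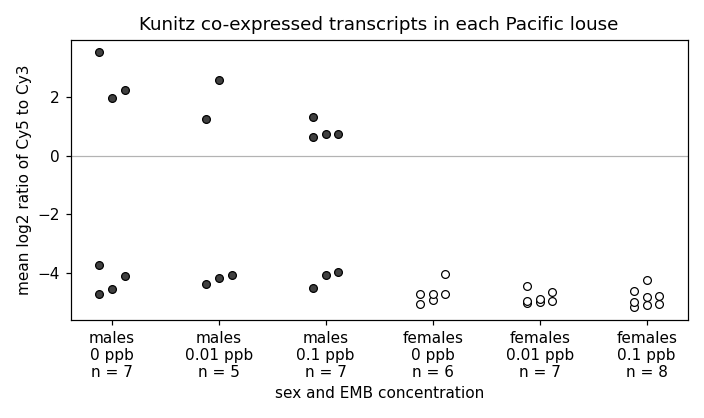
Mean log2 ratio of Cy5 to Cy3 over the co-expressed transcripts in each Pacific louse, by sex and EMB concentration in ppb, where each point is 1 louse. The 9 males with expression lie at 0.64 to 3.50, and the other 10 males lie at −4.70 to −3.70 beside the females.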

Although Atlantic males showed constitutive expression of these transcripts, Pacific males showed a characteristic “on/off” expression profile, with 10 of 19 individuals showing low, or absence of expression (Fig. 3). This co-expressed transcript list contains numerous representatives from known functional categories of male reproduction including peroxidases, pH regulators, kinases, and transporters, among others (Table 3). 

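In Pacific lice, 10 of the 11 kinases and all 7 transport transcripts of Table 3 passed the filter, and all 17 were male-biased, also when adjusted over the list alone. Adenylate kinase isoenzyme 1 (C104R155), which balances adenine nucleotides, had a log2 fold change of 3.27 (SE 0.20, adjusted p = 3.9e-17 from limma, n = 19 males and 21 females). Solute carrier family 15 member 1 (C170R033), a peptide transporter, had a log2 fold change of 2.99 (SE 0.24, adjusted p = 1.6e-13). None of the 4 carbonic anhydrases, which set pH, was tested, and 3 probes of carbonic anhydrase 9 reached 500 in 9 males and no female and were at least 4.50-fold to at least 4.82-fold higher in males. Chorion peroxidase heavy chain (C176R138), named after an enzyme that hardens the egg shell, was at least 3.89-fold higher in males. Peroxidase reached 500 in 9 males and 9 females with C082R020 and in 9 males and 5 females with C026R132, and neither was tested. Of 5 structural transcripts 2 were tested and male-biased, with lamin Dm0 (C051R107), a protein of the nuclear envelope, at a log2 fold change of 1.56 (SE 0.19, adjusted p = 1.9e-09). Of 5 other transcripts 1 was tested, mucin-like glycoprotein (C193R019), which was male-biased at 1.90 (SE 0.31, adjusted p = 1.2e-06). The study chose all these groups on these lice, so the counts are not independent evidence.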

As seminal fluid proteins (SFPs) are only expressed in males [43], transcripts exhibiting male-specific expression are putatively assigned as candidate SFPs in *L. salmonis*. Many of these transcripts also enriched the Swiss-Prot (SP) and Protein Information Resource (PIR) Keyword (SP_PIR_Keyword) secreted (19 transcripts; *p* < 0.0001, Additional file 3), further supporting the involvement of these transcripts as SFPs or accessory gland proteins (reviewed by [42]).

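Of the 23 transcripts listed under the keyword Secreted, 13 passed the filter in Pacific lice and all 13 were male-biased, also when adjusted over the list alone, against 7 with median centring in place of loess. Their median log2 fold change was 1.67. Members of this keyword, Secreted, included 5-nucleotidase (C072R093), which forms adenosine, at a log2 fold change of 2.62 (SE 0.17, adjusted p = 3.2e-16 from limma, n = 19 males and 21 females). Dentin matrix protein 4 (C128R022), a secreted kinase, had a log2 fold change of 1.67 (SE 0.31, adjusted p = 9.0e-06). The list comes from transcripts the study called on these lice and is not independent evidence. The other 10 did not pass the filter, which asks for signal in at least 65% of the lice of a group, and were not tested. Failing the filter does not mean that signal was low in every male.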

**Fig. 3:**
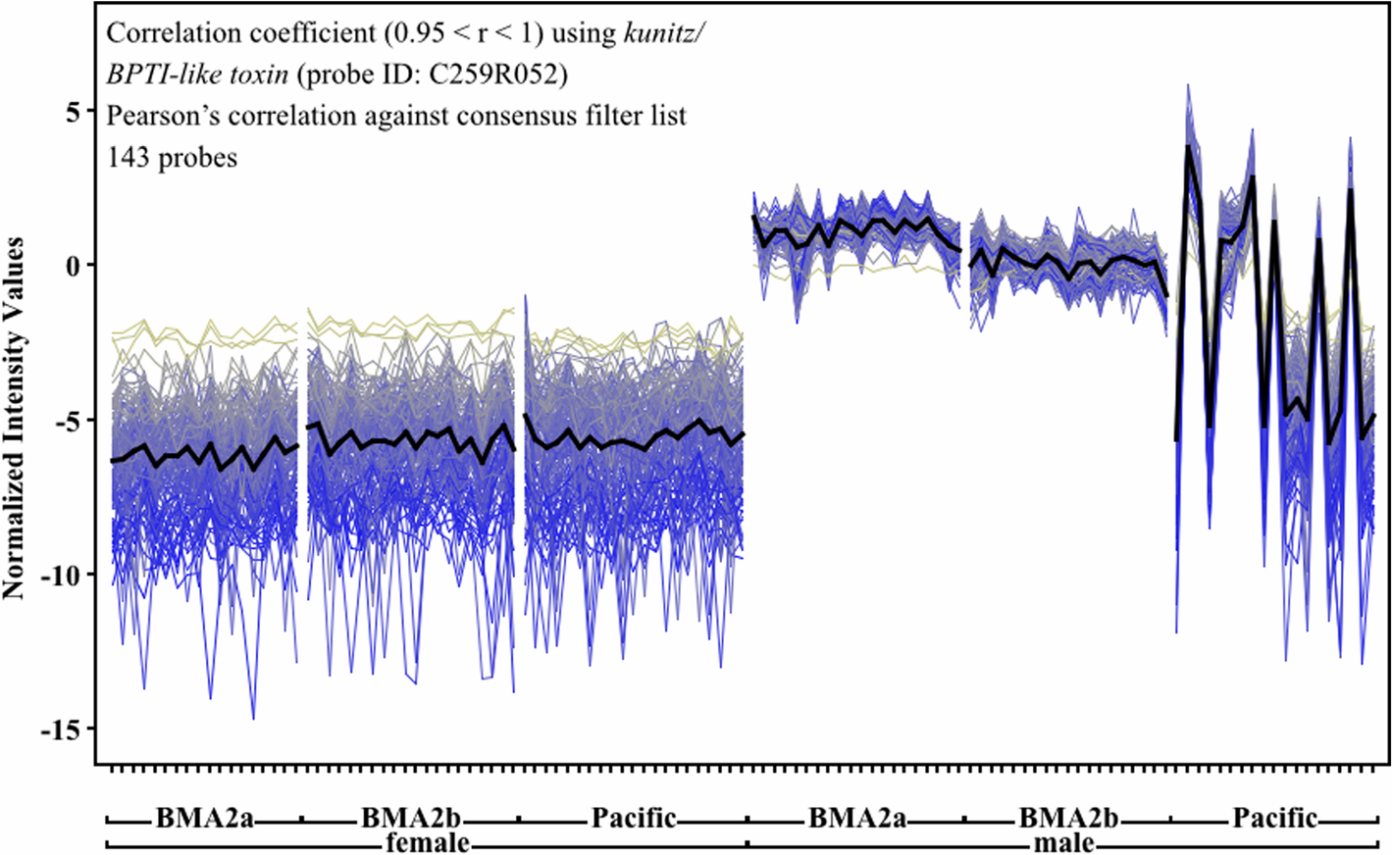
Co-expressed transcripts with putative roles in male reproduction. A total of 110 transcripts were co-expressed with *BPTI/kunitz-like toxin* (probe ID: C259R052) based on Pearson’s correlation (0.95 < r < 1) against the consensus QC-filtered transcript list (Table 1). Males and females are separated into each population on the x-axis. Normalized relative intensities (y-axis) are represented by log-2 Cy5/Cy3 ratios

**Table 3:** Transcripts linked to male reproduction based on expression profiles and annotation

Functional category	Transcript description	Degree of Male-bias (FC)	Probes	SwissProt Accession	CDD Accession	Ref
Protease inhibitors	Keratin-associated protein 6-2	30.8 - 277.1	C088R043	O08884	smart00131	[95, 96]
	Kunitz_BPTI	MS	C084R101	NA	smart00131	[69, 95–100]
	Kunitz_BPTI	MS	C057R056	NA	smart00131	
	Kunitz_BPTI	MS	C259R083	NA	pfam00014	
	Kunitz/BPTI-like toxin^a^	MS	C259R052	B5L5M7	pfam00014	
	Papilin^a^	MS	C063R028	Q868Z9	pfam00014	[101]
	Papilin^a^	MS	C183R014			
	Papilin^a^	MS	C066R049			
	Papilin^a^	MS	C142R005			
	Tissue factor pathway inhibitor 2^a^	MS	C213R048	O35536	pfam00014	[100, 102]
	Antichymotrypsin-2^a^	2.9 - 4.2	C077R006	P80034	cd00172	[59, 95, 96, 101, 103]
	SERine Proteinase INhibitors (serpins)	MS	C215R048	NA	cd00172	
	Serpin-Z10	1.6 - 2.4	C182R015	Q9SIR9	cd00172	
Kinases	Adenylate kinase isoenzyme 1	2.1 - 10.4	C104R155	P05081	TIGR01360	[96, 104]
	Adenylate kinase isoenzyme 1	1.9 – 4.8	C153R147	P00571	TIGR01360	
	Adenylate kinase isoenzyme 1	2.1 - 7.1	C031R080			
	Casein kinase I isoform alpha	MS	C070R100	P97633	cd14016	[96, 105]
	Casein kinase I isoform epsilon	1.8 - 4.8	C244R145	Q9JMK2	cd00180	
	Hexokinase type 2	2.5 - 7.9	C066R139	Q9NFT7	COG5026	[95, 106]
	Probable adenylate kinase isoenzyme F38B2.4	1.9 - 5.7	C212R032	Q20140	TIGR01360	[96, 104]
	Probable adenylate kinase isoenzyme F38B2.4	2.0 - 5.7	C028R063			
	Pyruvate kinase	2.3 – 5.0	C020R004	O62619	pfam00224	[95, 96]
	Pyruvate kinase	2.0 – 4.6	C015R041		cd00288	
	Pyruvate kinase	1.9 - 5.0	C155R159			
Proteases	Calpain-A catalytic subunit	MS	C197R005	Q11002	smart00720	[95, 102]
	Calpain-A catalytic subunit	MS	C018R134		smart00230	
	Carboxypeptidase B^a^	MS	C161R058	P04069	cd03860	[102, 106]
	Cytosolic non-specific dipeptidase	MS	C261R120	Q3ZC84	COG0624	[102, 106, 107]
	Cytosolic non-specific dipeptidase	1.9 - 2.9	C145R086	Q9D1A2	COG0624	
	Proprotein convertase subtilisin/kexin type 5^a^	2.5 - 4.2	C118R013	Q9NJ15	cd00064	[96]
	Serine protease persephone	MS	C118R020	Q9VWU1	smart00020	[61]
	Testisin	2.2 – 9.8	C007R130	Q9JHJ7	smart00020	[108, 109]
	Tryp_SPc, Trypsin-like serine protease	5.5 – 322.5	C158R134	NA	smart00020	[95, 96, 103]
	Tryp_SPc, Trypsin-like serine protease	MS	C009R051			
	Tryp_SPc, Trypsin-like serine protease	MS	C008R159			
	Zinc metalloproteinase nas-15^a^	2.1 - 3.7	C134R018	P55115	cd04280	[95, 103]
	Prostasin^ab^	MS	C135R082	Q16651	cd00190	[102, 110]
	ZnMc_adamalysin_II_like	MS	C083R024	NA	cd04269	[96, 102]
	Proclotting enzyme heavy chain	MS	C006R078	P21902	smart00020	[111]
	Gamma-glutamyltranspeptidase 1^b^	1.7 – 3.4	C120R152	P20735	cl19223	[112]
pH regulation	Carbonic anhydrase 1	MS	C183R004	P83299	cd00326	[96, 113–115]
	Carbonic anhydrase 9	MS	C196R116	Q8VHB5	cd00326	
	Carbonic anhydrase 9	MS	C131R016			
	Carbonic anhydrase 9	MS	C161R087			
Structural	Actin	MS	C223R146	Q92192	PTZ00004	[106, 116]
	Lamin Dm0	1.5 - 6.6	C220R106	P08928	pfam00038	[117]
	Outer dense fiber protein 2-like	2.5 - 5.2	C121R150	Q08B20	pfam02463	[51, 106]
	Kelch-like protein 20	MS	C022R130	Q5R7B8	NA	[96, 118]
	Tubulin alpha-2 chain	MS	C160R074	P06604	cd02186	[95, 106]
Transport	Solute carrier family 15 member 1	4.1 - 9.3	C170R033	P46059	TIGR00926	[96, 106]
	Solute carrier family 2, facilitated glucose transporter member 1	1.5 - 2.8	C192R047	P11166	pfam00083	
	Sodium/glucose cotransporter 4	1.6 – 3.1	C170R069	Q2M3M2	pfam00474	
	Solute carrier family 22 member 6-B	2.5 - 4.3	C072R016	Q66J52	TIGR00898	
	Sodium-dependent nutrient amino acid transporter 1	MS	C167R125	B4JMC1	pfam00209	
	Aquaporin-12A^b^ (*LsGlp1_v1*; [81])	1.7 - 5.3	C096R035	Q8IXF9	NA	[96, 119]
	Aquaporin-3 (*Lsaqp12L2*; [81])	3.7 - 10.4	C030R103	Q8R2N1	cd00333	
Other	Mucin-like glycoprotein	3.3 - 9.9	C218R155	NA	pfam01456	[102, 120]
	Major royal jelly protein 3^a^	MS	C089R070	Q17060	NA	[121–124]
	Chorion peroxidase heavy chain^a^	MS	C176R138	Q9VEG6	pfam03098	[125, 126]
	Chorion peroxidase heavy chain^a^	MS	C154R094			
	Peroxidase^a^	MS	C026R132	Q01603	pfam03098	
Energy	Fructose-bisphosphate aldolase	2.0 – 3.4	C230R040	O52402	PRK09197	[59, 80, 104]
	Fructose-bisphosphate aldolase	1.8 – 3.0	C085R145	P14540	PRK09197	
	Fructose-bisphosphate aldolase	1.9 – 3.3	C069R104	P14540	cd00946	
	Glycogen phosphorylase	1.7 – 2.5	C107R029	Q9XTL9	cd04300	
	Glycogen phosphorylase	1.6 – 3.2	C085R148	Q9XTL9	cd04300	
	Glycogen phosphorylase, brain form	1.6 – 3.5	C171R004	Q3B7M9	cd04300	
Male Fertility	Protein ref(2)Pb	1.6 - 3.9	C036R126	Q24629	cd14320	[127]

References are provided based on the identification of similarly annotated sequences or proteins involved in male reproduction (e.g. spermatogenesis, seminal fluid proteins, testis expression) in related organisms. The degree of male-bias is indicated by a range of fold change (FC) across populations while MS indicates the listed probes showed male-specific expression. Transcripts denoted with ^a^ have a signal peptide for secretion (SwissProt) while those with ^b^ were annotated using e < 10^-5^ due to the absence of homology at higher stringency. Transcripts without annotation are represented by NA (no annotation). Each transcript has a unique contig ID which can be found in Additional file 2 using the probes listed here

Several other male-biased transcripts had putative roles in morphogenesis and the nervous system. 

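Most tested transcripts of muscle proteins were male-biased in Pacific lice. Myosin heavy chain (C166R002), the motor of the thick filament, had a log2 fold change of 4.05 (SE 0.23, adjusted p = 3.5e-17 from limma, n = 18 males and 20 females). Titin (C059R051), the spring of the sarcomere, had a log2 fold change of 2.76 (SE 0.20, adjusted p = 5.6e-15) and belongs to the terms Z disc and cellular component assembly involved in morphogenesis. The LIM protein FHL2 (C200R051), here under ossification, had 3.04 (SE 0.25, adjusted p = 3.6e-13). All 6 tested transcripts of the term Z disc were male-biased, as were 4 of 4 for morphogenesis and 5 of 5 for ossification, the same when adjusted over the list alone. The study drew these terms from transcripts it called on these lice, so the counts are not independent evidence.

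Of 55 transcripts for muscle and the sarcomere in a list chosen by annotation, 47 were male-biased, 2 were female-biased and 6 did not pass the test, also when adjusted over the list alone. The list was drawn from the supplementary tables, so it is not independent evidence either. Troponin C, the calcium sensor of the thin filament, had a log2 fold change of 3.62 (SE 0.30) and tropomyosin-2 3.47 (SE 0.26). Myophilin, a muscle protein of the calponin type, went the other way, at −4.31 (SE 0.18).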

Male-biased transcripts were enriched for cellular component assembly involved in morphogenesis (4 transcripts, *p* = 0.03), ossification (here probably calcification; 4 transcripts, *p* = 0.02), and Z disc (5 transcripts, *p* < 0.0001; Additional file 3). Additionally, male-biased transcripts were enriched for potassium ion binding (4 transcripts, *p* = 0.02), calcium ion binding (12 transcripts, *p* = 0.03), ion channel activity (5 transcripts, *p* = 0.04), and solute:cation symporter activity (5 transcripts, *p* = 0.01; Additional file 3), showing differences in sensory-system related functions. 

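Trimeric intracellular cation channel type B (C240R035), a potassium channel of the sarcoplasmic reticulum, had a log2 fold change of 2.56 (SE 0.19, adjusted p = 1.1e-14 from limma, n = 19 males and 21 females) and counts under both potassium ion binding and ion channel activity. Calmodulin (C243R158), under calcium ion binding, had 1.98 (SE 0.13, adjusted p = 4.5e-16). All tested transcripts of these terms were male-biased, 7 of 7 for potassium ion binding, 10 of 10 for calcium ion binding, 9 of 9 for ion channel activity and 5 of 5 for solute:cation symporter activity, also when adjusted over the list alone. With median centring in place of loess, 8 of the 10 and 5 of the 9 were male-biased. The terms come from transcripts the study called on these lice and are not independent evidence.

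In a list of nervous system channels and receptors chosen by annotation, 15 of 24 tested transcripts were male-biased, 4 were female-biased and 5 did not pass, with the same counts when adjusted over the list alone. Slowpoke, a potassium channel gated by calcium, had a log2 fold change of 2.42 (SE 0.20).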

Other sex-biased transcripts involved in the nervous system, including their sex-biased expression profiles, are reported in Fig. 4. 

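Of the 19 male-biased transcripts of Fig. 4, 14 passed the filter in Pacific lice and all 14 were male-biased, against 10 with median centring in place of loess. Glutamate receptor, ionotropic kainate 2 (C193R132), a receptor at excitatory synapses, had the highest log2 fold change among them, 2.89 (SE 0.16, adjusted p = 1.4e-18 from limma, n = 19 males and 21 females). Serine/threonine-protein kinase Doa (C172R160), a regulator of splicing, had 1.76 (SE 0.10, adjusted p = 1.6e-17) and ninjurin (C096R089), an adhesion protein of injured nerves, 2.12 (SE 0.26, adjusted p = 4.9e-09). All 9 female-biased transcripts of Fig. 4 were tested, and 4 were female-biased, against 9 with median centring and 9 with the authors' processed values. Something about silencing protein 10 (C146R026), a nucleolar protein, had −0.81 (SE 0.11, adjusted p = 3.9e-08). Neuroguidin (C103R158), a repressor of translation, had −0.50 (SE 0.14, adjusted p = 0.0021), under the fold threshold. Counts were the same when adjusted over the list alone, but the study chose the transcripts on these lice, so they are not independent evidence.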

As salmon lice display sexually dimorphic patterns of mobility (i.e. mate location [32] and frequency of host switching [31]) and responses to neurotoxic drugs [37, 44], these transcripts will serve as important markers to better understand sex-related differences in the *L. salmonis* sensory system.

**Fig. 4:**
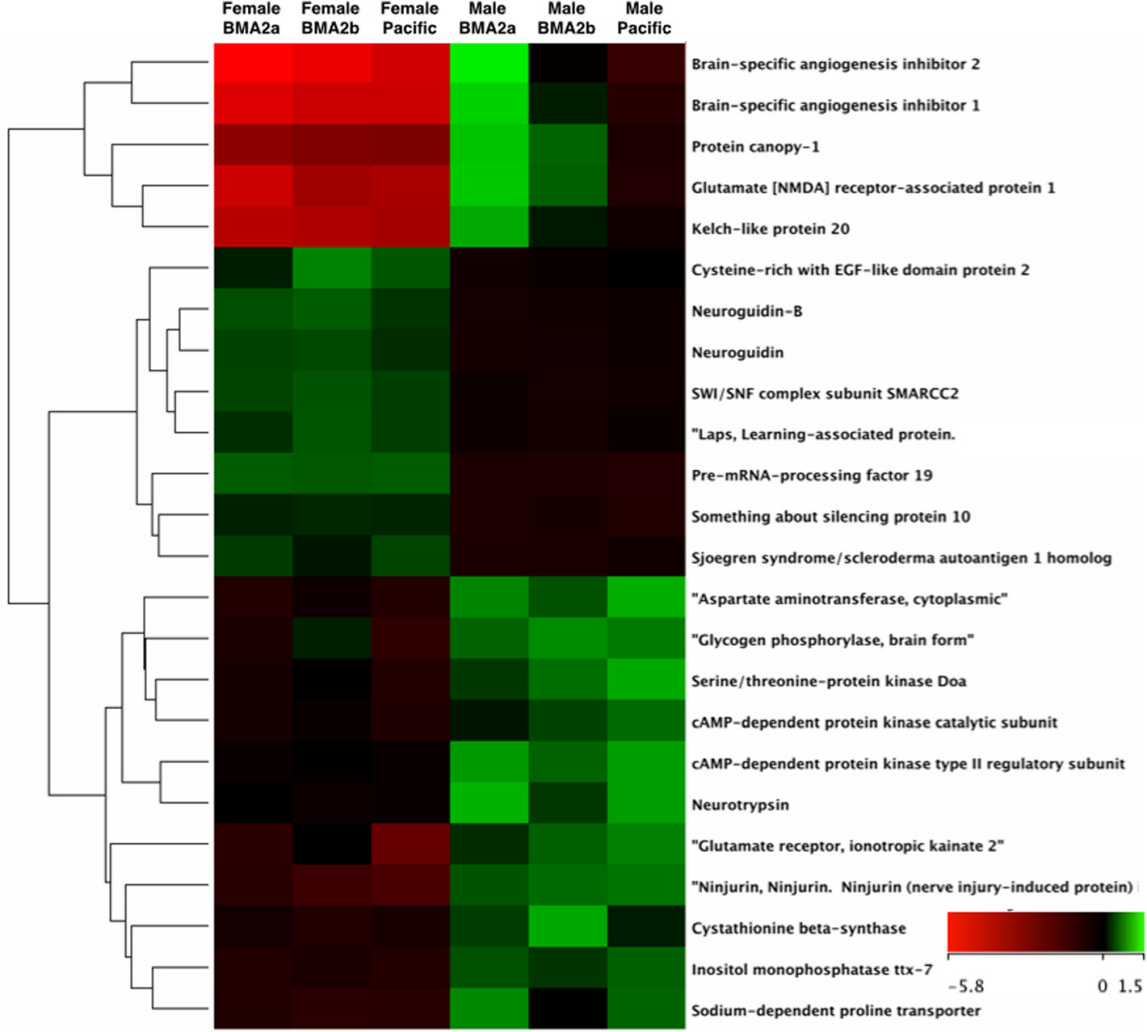
Candidate sex-biased transcripts involved with sensory system related functions in *L. salmonis.* Transcripts with high expression relative to Cy3 reference pool are *green* while low expressing transcripts relative to the Cy3 reference pool are *red*

### Female-biased transcripts in three populations of *L. salmonis*

Female-biased transcripts were enriched for basic molecular processes including RNA processing (60 transcripts, *p* < 0.0001), ribosome biogenesis (38 transcripts, *p* < 0.0001), and transcription (41 transcripts, *p* < 0.0001) (Additional file 3). 

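Most tested transcripts for making and processing RNA were female-biased in Pacific lice. H/ACA ribonucleoprotein complex subunit 4 (C114R056), which guides pseudouridine into ribosomal RNA and counts under RNA processing and ribosome biogenesis, had a log2 fold change of −1.72 (SE 0.11, adjusted p = 2.9e-15 from limma, n = 16 males and 19 females). DNA-directed RNA polymerase I subunit RPA1 (C183R086), under transcription, had −1.46 (SE 0.11, adjusted p = 5.0e-14). Female-biased were 51 of 57 tested transcripts for RNA processing, 36 of 44 for ribosome biogenesis and 34 of 43 for transcription, also when adjusted over the list alone, and the others did not pass the test. The study drew these terms from transcripts it called on these lice, so the counts are not independent evidence.

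Lists chosen by annotation were drawn from the supplementary tables and are not independent evidence either. For RNA processing and splicing, 30 of 47 transcripts were female-biased, none was male-biased and 17 did not pass. For ribosome biogenesis and the nucleolus, 26 of 48 were female-biased, 2 were male-biased and 20 did not pass. Both counts were the same when adjusted over the list alone. DDX4, a helicase of the germ line, had a log2 fold change of −2.11 (SE 0.11).

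**Figure D2:**
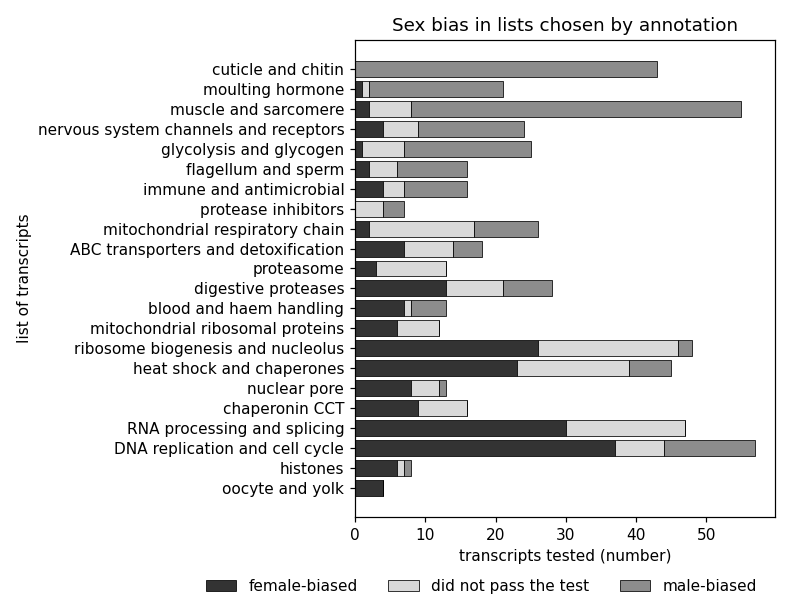
Number of tested transcripts that were female-biased, male-biased or did not pass the test in lists chosen by annotation, in Pacific lice. Lists are ordered by their median log2 fold change, with all 43 tested cuticle and chitin transcripts male-biased and 30 of 47 RNA processing and splicing transcripts female-biased. The lists hold only transcripts of the supplementary tables, which the study mostly called sex-biased, so the counts are not independent evidence.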

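T-complex protein 1 subunit alpha (C213R139), part of the chaperonin that folds actin and tubulin, had a log2 fold change of −0.70 (SE 0.11, adjusted p = 3.7e-07 from limma, n = 19 males and 20 females). Subunit beta (C259R014) of the chaperonin-containing T-complex had −0.45 (SE 0.11, adjusted p = 7.3e-04), under the fold threshold. Of the chaperonin-containing T-complex 4 of 8 tested transcripts were female-biased, of the Nup107 complex 3 of 4, of the spliceosome 13 of 13, of the histone deacetylase complex 3 of 4 and of the ribonucleoprotein complex 32 of 35, also when adjusted over the list alone. All the others had negative log2 fold changes. Histone deacetylase 1 (C175R035), which removes acetyl groups from histones, had −1.48 (SE 0.15, adjusted p = 4.4e-11), and histone-binding protein RBBP4 of the histone deacetylase complex had −0.58 (SE 0.22, adjusted p = 0.0174). The study drew these complexes from transcripts it called on these lice, so the counts are not independent evidence.

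In lists chosen by annotation, 9 of 16 transcripts of the chaperonin CCT and 8 of 13 of the nuclear pore were female-biased, with 1 nuclear pore transcript male-biased and the others short of the threshold, the same when adjusted over the list alone. With the authors' processed values, 14 CCT transcripts were female-biased.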

Within these categories, some multi-subunit protein complexes were completely female-biased including chaperonin-containing T-complex (CCT-complex; 5 transcripts, *p* = 0.0002), Nup107-160 complex (4 transcripts, *p* = 0.02), spliceosome (11 transcripts, *p* = 0.02), histone deacetylase complex (4 transcripts, *p* = 0.04) and ribonucleoprotein complex (30 transcripts, *p* = 0.0009). 

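Exportin-1 (C212R143), a nuclear export receptor of the ribonucleoprotein complex term, had a log2 fold change of −1.42 (SE 0.09, adjusted p = 3.3e-15 from limma, n = 19 males and 16 females). Of 33 tested transcripts for macromolecular complex subunit organization, 29 were female-biased and 4 did not pass the test, also when adjusted over the list alone. The median log2 fold change was −1.02. The term was drawn by the study from transcripts called on these lice and is not independent evidence.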

Protein complex formation was also enriched in the female-biased list, for example the GO category macromolecular complex subunit organization (28 transcripts, *p* < 0.0001).

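Cell division control protein 6 homolog (C118R086), which loads the replicative helicase and counts under cell cycle and DNA replication, had a log2 fold change of −2.93 (SE 0.15, adjusted p = 5.0e-19 from limma, n = 19 males and 19 females). Proliferating cell nuclear antigen (C197R048), the sliding clamp in DNA replication, had −1.48 (SE 0.11, adjusted p = 7.2e-14). Female-biased were 36 of 38 tested transcripts for cell cycle, 18 of 19 for DNA replication and 14 of 15 for cell proliferation, also when adjusted over the list alone, though the terms come from transcripts the study called on these lice and are not independent evidence.

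In a list for DNA replication and the cell cycle chosen by annotation, 37 of 57 transcripts were female-biased, 13 were male-biased and 7 did not pass, the same when adjusted over the list alone. Cyclin-B (C019R012), which drives entry into mitosis, had a log2 fold change of −5.63 (SE 0.17), and NDC80, a kinetochore protein, −3.25 (SE 0.18).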

Several transcripts related to cell division and organization were overexpressed in females and some significantly enriched GO categories included cell cycle (35 transcripts, *p* < 0.0001), DNA replication (17 transcripts, *p* < 0.0001), and cell proliferation (13 transcripts, *p* = 0.004) (Additional file 3). Furthermore, GO enrichment of ATP binding (60 transcripts, *p* < 0.0001), ATP-dependent helicase activity (10 transcripts, *p* = 0.001), and ATPase activity (15 transcripts, *p* = 0.005; Additional file 3) indicated female-biased energy generation.

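Probable ATP-dependent RNA helicase DDX11 (C086R160), a DNA helicase of sister chromatid cohesion, had a log2 fold change of −2.56 (SE 0.16, adjusted p = 3.7e-16 from limma, n = 19 males and 20 females) and counts under ATP-dependent helicase activity. Replication factor C subunit 5 (C220R148), of the clamp loader, had −1.53 (SE 0.14, adjusted p = 1.5e-12) under ATPase activity, coupled. Female-biased were 49 of 61 tested transcripts for ATP binding, 10 of 12 for ATP-dependent helicase activity and 15 of 18 for ATPase activity, coupled, also when adjusted over the list alone. None of these terms is independent evidence, since the study drew them from transcripts called on these lice. In a list for the mitochondrial respiratory chain chosen by annotation, 9 of 26 transcripts were male-biased, 2 were female-biased and 15 did not pass, the same when adjusted over the list alone, and with median centring 4 were male-biased and 3 female-biased.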

As observed with male-biased transcripts, female-biased transcripts were also enriched for reproductive functions. The GO category *in utero* embryonic development (8 transcripts, *p* = 0.005; Additional file 3) was significantly enriched despite the absence of mating across all experiments (female lice are not sexually mature at the pre-adult stage; [34]). These included *nuclear autoantigenic sperm protein* (FC = 2.7 – 10.0), *pre-mRNA processing factor 19* (FC = 1.6 – 2.6), and *protein arginine N-methyltransferase 1*, among others (FC = 1.7 – 2.5; Additional file 3). 

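Nuclear autoantigenic sperm protein (C053R061), a histone chaperone, had a mean log2 ratio of 0.82 ± 0.39 (SD, n = 17) in Pacific females and −2.12 ± 1.02 (SD, n = 19) in males, a log2 fold change of −2.93 (SE 0.27, adjusted p = 1.5e-11 from limma). Pre-mRNA-processing factor 19 (C150R141), a ubiquitin ligase of the spliceosome, had −1.15 (SE 0.19, adjusted p = 4.4e-06). Protein arginine N-methyltransferase 1 (C132R135), which methylates histones and RNA-binding proteins, had −1.13 (SE 0.30, adjusted p = 0.0011). Of 11 tested transcripts for in utero embryonic development, 10 were female-biased and 1 did not pass, also when adjusted over the list alone. This term comes from transcripts the study called on these lice and is not independent evidence.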

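Nuclear pore glycoprotein p62 (C194R143), of the central channel of the pore and listed under nuclear hormone receptor binding, had a log2 fold change of −1.15 (SE 0.11, adjusted p = 3.4e-11 from limma, n = 17 males and 19 females). FK506-binding protein 4 (C074R053), a co-chaperone of steroid receptors, had −1.10 (SE 0.13, adjusted p = 7.8e-08). All 4 tested transcripts for nuclear hormone receptor binding were female-biased, also when adjusted over the list alone, which is not independent evidence because the study drew the term from these lice. A transcript with a C4 zinc finger (C103R088) was under 500 in all 19 males and at or above 500 in all 21 females, which were at least 9.57-fold higher.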

Female-biased transcripts were also enriched for nuclear hormone receptor binding (4 transcripts, *p* = 0.02) with an additional female-specific transcript containing the c4 zinc finger common to nuclear hormone receptors (*Zn_C4*; CDD: smart00390; e = 2.14^-15^). 

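Piwi-like protein 1 (C090R161), which silences transposons in the germ line, had a mean log2 ratio of 0.64 ± 0.32 (SD, n = 20) in Pacific females and −2.17 ± 0.53 (SD, n = 19) in males, a log2 fold change of −2.79 (SE 0.13, adjusted p = 5.4e-20 from limma). Peroxiredoxin 1 (C023R110), which reduces peroxides, had −1.37 (SE 0.14, adjusted p = 2.7e-10). Nanos homolog 2 (C058R020), a translational repressor of germ cells, had −6.81 (SE 0.12, adjusted p = 2.0e-32), with 8 of 19 males at or above 500. In a list for the oocyte and yolk chosen by annotation, all 4 tested transcripts were female-biased, also when adjusted over the list alone.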

Several other female-biased transcripts not included in GO categories also have potential roles in reproduction including *piwi-like protein 1* (FC = 2.6 – 8.3) and *peroxiredoxin 1* (FC = 1.6 – 3.1). 

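In Pacific lice, prohibitin-2 (C015R028), a scaffold protein of the inner mitochondrial membrane, had a log2 fold change of −0.55 (SE 0.10, adjusted p = 6.8e-06 from limma, n = 19 males and 21 females), under the fold threshold of 1.5. Another probe of the contig (C232R086) was female-biased at −0.85 (SE 0.28, adjusted p = 0.0066). Pre-mRNA-splicing regulator female-lethal(2)D (C001R132), which acts on splicing of sex-lethal in flies, had −1.09 (SE 0.11, adjusted p = 1.2e-10). Mean log2 ratios of C015R028 were 0.23 ± 0.18 (SD) in females and −0.32 ± 0.37 (SD) in males.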

Lastly, transcripts involved in sex determination were female-biased in all populations, including *prohibitin-2* ([45]; FC = 1.5 – 9.6) and *pre-mRNA-splicing regulator female-lethal(2)D* ([46]; FC = 1.7 – 2.4).

Some transcripts related to morphology, feeding, and detoxification were also female-biased across all populations. Transcripts such as *serine proteinase stubble catalytic chain* (female-specific), *la protein homolog* (FC = 1.5 – 2.5), and *digestive organ expansion factor homolog* (FC = 1.7 – 2.9), are involved in development, while *trypsin-1* (FC = 3.1 – 12.0) and *quinone oxidoreductase* (FC = 2.1 – 116.5) have putative roles in feeding and detoxification, respectively. 

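Serine proteinase stubble catalytic chain (C167R141), which shapes appendages in flies, had a log2 fold change of −5.64 (SE 0.15, adjusted p = 1.3e-28 from limma), with 3 of 19 males and all 21 females at or above 500. Trypsin-1 (C230R021), a digestive protease, had −3.21 (SE 0.17, adjusted p = 5.9e-18) and quinone oxidoreductase (C004R033), which reduces quinones, −6.11 (SE 0.22, adjusted p = 2.1e-23), with 13 males at or above 500. Digestive organ expansion factor homolog (C074R052), a nucleolar protein, had −1.24 (SE 0.13, adjusted p = 1.4e-09) and la protein homolog (C086R068), which binds new RNA polymerase III transcripts, −1.08 (SE 0.12, adjusted p = 1.2e-09).

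Digestive proteases went both ways in a list chosen by annotation, with 13 of 28 transcripts female-biased, 7 male-biased and 8 that did not pass, the same when adjusted over the list alone. Carboxypeptidase A4 had a log2 fold change of −3.79 (SE 0.16). Of 13 tested transcripts for blood and haem handling, 7 were female-biased, 5 were male-biased and 1 did not pass, also when adjusted over the list alone.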

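Ras-related protein Rab-32 (C160R086), which directs vesicles to lysosome-related organelles, was under 500 in all 19 Pacific males and at least 22.4-fold higher in females. Complement component 1 Q subcomponent-binding protein (C088R067), a mitochondrial protein that binds complement, had a log2 fold change of −1.77 (SE 0.11, adjusted p = 5.1e-16 from limma).

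In a list of immune and antimicrobial transcripts chosen by annotation, 9 of 16 were male-biased, 4 were female-biased and 3 did not pass, the same when adjusted over the list alone, and with median centring in place of loess 5 were male-biased and 5 female-biased. A C-type lectin (C136R104), of a family that binds sugars on microbes, had a log2 fold change of 5.08 (SE 0.55), the opposite of the named transcripts.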

Lastly, immune-related transcripts, like *rhotekin-2* (female-specific), *ras-related protein Rab-32* (female-specific), and *complement component 1 Q subcomponent-binding protein, mitochondrial* (FC = 1.6 – 4.0), were female-biased in all *L. salmonis* populations. Female-biased transcripts therefore represent several candidates responsible for controlling sexual dimorphism at the molecular level in *L. salmonis*. Based on these findings, immunity, energy expenditure, and organogenesis are examples of previously unknown sexual dimorphism in salmon lice.

### Annotation of *L. salmonis* sex-biased orphan contigs

Sex-biased orphan contigs were compared to known sequences using UniProt (e ≤ 10^-5^) to augment novel transcript discovery in the non-model *L. salmonis*. Although this threshold is less conservative than that used for the original microarray annotation [39], it has been frequently used in other sea lice transcriptomic studies [47–49], being generally acceptable for gene annotation [50]. This method was used for novel transcript discovery only and these newly annotated transcripts were not included in GO analyses. 

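Of the 12 re-annotated male transcripts, 11 passed the filter in Pacific lice and all 11 were male-biased. All 16 re-annotated female transcripts were tested, and 12 were female-biased. The other 4 had an adjusted p under 0.01 from limma but were under the fold threshold, at 1.39-fold to 1.45-fold higher in females. Among these 4 were a mitochondrial ribosomal protein of the 54S type and an MRG-binding protein. ALG13, named after a subunit of an N-glycosylation enzyme, was under 500 in all 19 males and at least 18.5-fold higher in females. The transcripts were chosen by the study on these lice, so the counts are not independent evidence.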

A total of 16 female-biased and 12 male-biased transcripts were subsequently annotated (Additional file 2) using this method. This additional annotation did not substantially change observations made on sequence divergence differences in male and female-biased transcripts, and many of the newly annotated female-biased transcripts had similar functions to those identified in the enrichment analysis described above, including transcription, translation, and cell cycle (Additional file 3).

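Protein ref(2)P (C036R126), an autophagy adaptor named after a fly gene of male fertility, had a mean log2 ratio of 0.59 ± 0.38 (SD, n = 18) in Pacific males and −1.27 ± 0.39 (SD, n = 21) in females, a log2 fold change of 1.86 (SE 0.13, adjusted p = 5.2e-15 from limma). Gamma-glutamyltranspeptidase 1 (C120R152), which breaks down glutathione, had 1.54 (SE 0.16, adjusted p = 1.4e-10). Prostasin (C135R082), a trypsin-like protease, reached 500 in 9 males and no female and was at least 1.70-fold higher in males. It did not pass the filter and was not tested.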

Potential links to reproduction were observed among several of the newly annotated male-biased orphans, including *prostasin* (male-specific), *gamma-glutamyltranspeptidase* (FC = 1.7 – 3.4), and *protein ref(2)P* (FC = 1.6 – 2.3) (Table 3). 

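The probe annotated as C-factor (C108R110), named after a bacterial signalling protein, reached a raw Cy5 of 500 in 10 of 19 Pacific males and in none of 21 females. Males were at least 2.93-fold higher (adjusted p = 4.7e-05 from limma). Another probe of the contig (C207R061) reached 500 in 9 males and no female and was not tested. Mean log2 ratios of C108R110 were −1.20 ± 2.89 (SD) in males and −4.46 ± 0.68 (SD) in females. Since no female reached 500, the female values are those of background and their SD cannot be set against that of males.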

A male-specific transcript, *c-factor*, was also identified. However, the function of this transcript in *L. salmonis* remains unknown. Additionally, male-biased transcripts involved in neuromuscular development and function were discovered, including *excitatory amino acid transporter 3* (*SLC1A1*; FC = 2.3 - 3), *twitchin* (FC = 1.6 – 5.7), and *sarcoplasmic/endoplasmic reticulum calcium ATPase 1* (FC = 1.5 – 7.6). 

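Sarcoplasmic/endoplasmic reticulum calcium ATPase 1 (C116R074), the calcium pump of muscle, had a log2 fold change of 2.67 (SE 0.30, adjusted p = 3.6e-09 from limma, n = 17 males and 16 females). Twitchin (C133R144), a giant kinase of the sarcomere, had 2.50 (SE 0.16, adjusted p = 4.4e-16). Excitatory amino acid transporter 3 (C213R070), which clears glutamate, had 1.57 (SE 0.23, adjusted p = 1.1e-07). All 3 were at or above 500 in every Pacific louse.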

Probe identifiers, e-values, bitscores, SwissProt accessions, and descriptions for newly annotated transcripts can be found in Additional file 2.

## Discussion

The economically and ecologically important parasite, salmon lice *L. salmonis* (Copepoda: Caligidae) displays sexual dimorphism in ontogeny, morphology, physiology, and behavior [26–35]. However, little is known about the molecular mechanisms that control these traits and the possible interactions they may have with chemical response/resistance, host-parasite interactions, and overall population dynamics. Here, sex-biased transcripts were identified within three populations of *L. salmonis* (including two subspecies; [38]) from the Atlantic and Pacific coasts of Canada. Our observation revealed a large proportion (34.7 – 42.7 %) of sex-biased expression (Table 1) consistent with findings in other arthropods [6, 11], nematodes [8], amphibians [12], fish [51], birds [13], and mammals [17]. Principal component analysis supported this finding as males and females were separated on PC1 in all populations. These data suggest large differences in baseline gene expression between male and female *L. salmonis* that could potentially impact parasite control strategies. For example, routine lice counting and staging is the primary management strategy used to inform treatment regimes in aquaculture. However, pre-adult male and female *L. salmonis* are often grouped into a single category for these counts [52, 53]. The basal differences in gene expression reported here and the interactive effects of sex with chemical treatment and resistance described elsewhere [37], suggests a more informative strategy would be to separately count male and female preadult *L. salmonis* in both farm and laboratory settings whenever possible.

There were no consistent differences between the proportion of male-biased relative to female-biased transcripts in *L. salmonis* (Table 1), despite observations in other crustaceans like *Caligus rogercresseyi*, another species of parasitic copepod, and *Daphnia pulex* which suggested a slight over-representation of male-biased transcripts [11, 54]. However, we did find that a larger proportion of male-biased transcripts had higher fold change than those with female-bias. In this study, sex-biased expression was assessed across multiple populations of *L. salmonis* reared under similar conditions, thus offering a more comprehensive overview of gene expression differences than is obtained in single cohort transcriptome analyses. However the sex-biased transcripts identified here were limited to ~22,000 unique contig sequences (i.e. transcripts) on the microarray and it was not possible to examine some of the more complex facets of sex-biased expression (i.e. sex-specific alternative transcripts [55]). Additionally, studies using whole-body homogenates offer general patterns of sex-bias but lack the resolution to detect sex-biased expression in individual tissues [7] and control for differences in tissue allometry [56]. Tissue-specific extractions will be an important tool for future studies examining sex-biased gene expression in *L. salmonis*. Nonetheless, characterization of sex-biased transcripts reported here provides numerous molecular targets putatively underlying sexual dimorphism in *L. salmonis*, offering important insight for pest management and future drug development for this non-model organism.

### Discovery of sex-biased transcripts related to reproduction in *L. salmonis*

Male-biased transcripts displayed greater sex-bias compared with female-biased transcripts in *L. salmonis*, similar to findings in *D. melanogaster* [6]. Among the highly male-biased transcripts, 127 were not expressed above background detection in any of the 58 females assayed in this study. These transcripts represent putative seminal fluid proteins (SFPs) based on their expression profiles (SFPs are only expressed in males; [43]) and annotations (Table 3 and references therein). SFPs are transferred to females during mating, impacting a variety of physiological processes such as sperm storage, egg production, feeding, behavior, and receptivity to re-mating (reviewed in [42]). Although genes involved in reproduction tend to evolve rapidly [57], many of the functional constituents of seminal fluid are conserved from arthropods to mammals [43, 58]. For example, genes involved in proteolysis are essential for sperm transfer, storage, and activity, among other functions [59, 60]. A total of 10 proteases and 10 protease-inhibitors were identified as male-specific in this study with several others showing male-bias (Table 3). All protease inhibitors putatively involved in reproduction contained at least one kunitz or serpin domain (CDD accessions: pfam00014 and cd00172, respectively), which are the predominant classes of protease inhibitors in seminal fluid [59]. In turn, proteases such as *serine protease persephone* and c*alpain-A catalytic subunit* also had relevant annotations to SFPs based on their ability to modulate *toll* signaling in *D. melanogaster* [61, 62]. 

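For serine protease persephone, which activates Toll signalling in flies, the probe of Table 3 (C118R020) reached 500 in 9 of 19 Pacific males and no female and was not tested. A brighter probe of the same contig (C240R144) had a log2 fold change of 2.44 (SE 0.70, adjusted p = 0.0021 from limma), with 9 males and 20 of 21 females at or above 500. Mean log2 ratios were −1.79 ± 3.12 (SD) in males and −4.25 ± 0.27 (SD) in females. The calpain-A probe C018R134 reached 500 in 9 males and no female and was at least 2.48-fold higher in males, and C141R096 was at least 3.64-fold higher.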

The transfer of immunomodulatory and antimicrobial SFPs may aid females in defending against infections that are introduced during mating [60, 63]. Many of the *L. salmonis* proteases assigned as SFPs also contained trypsin-like domains (CDD: cd00190 and smart00020) including *prostasin, proclotting enzyme heavy chain*, and three additional transcripts without SwissProt annotation (i.e. CDD only). These transcripts represent important targets for understanding the proteolytic events controlling reproduction and mating in *L. salmonis*.

Female-biased transcripts also had putative reproductive functions, including five with nuclear hormone receptor activity, one of which was female-specific. Recently, a sex-linked SNP in the *L. salmonis prohibitin-2* gene with a pattern of female-biased expression was identified in three strains of *L. salmonis* from Scotland [45]. Similarly, a transcript annotated as *prohibitin-2* was female-biased in all three populations of *L. salmonis* assayed in this study. The *prohibitin*-2 gene is likely involved in sex determination [45] along with *pre-mRNA-splicing regulator female-lethal(2)D* [46], which was also female-biased in *L. salmonis*.

Overall, functional enrichment for reproduction was less clear in female-biased transcripts compared with male-biased transcripts. Many of the putative female-biased transcripts potentially involved with reproduction had GO annotation with many other functional categories and only a small number were female-specific. For example, *nuclear autoantigenic sperm protein* (*NASP*) and *histone deacetylase* 1 (*HD1*), were female-biased in *L. salmonis* and have reproductive roles in similar species [54, 64, 65]. However, these transcripts were in the enriched GO category *in utero* embryonic development (*p* = 0.005), which is taxonomically constrained [66] and inconsistent with the virgin status of the lice used here [34]. Furthermore, the functions of *NASP* and *HD1* differ in other species such as *C. elegans* in which they are important for female development and male-specific gene repression [67]. These discrepancies make it difficult to identify putative female-biased reproduction genes in the present work. In an earlier study by Eichner and colleagues [47], *L. salmonis* genes involved in reproduction were overexpressed in adult females compared to preadult II females. As the present study used preadult II females, it may have missed the identification of some female reproductive genes that are induced later in development than the stages evaluated here. Future studies assessing the expression and localization of these transcripts will offer insight on their exact functions. Much work remains to identify female-biased reproductive genes in *L. salmonis*, including the extensive changes likely to occur in female mating-responsive genes post transfer of male spermatophores (e.g. see [68, 71, 72]).

In general, sex-biased genes evolve faster than unbiased genes, with those exhibiting male-bias showing the highest rates of evolution (reviewed by [4]). This trend is heavily influenced by sex-biased transcripts involved in reproduction as these typically exhibit higher than normal rates of positive selection (reviewed by [4, 57]). Only male-biased transcripts showed a consistently higher number of orphans in each *L. salmonis* population (45.1 – 51.8 %) when compared to female-biased (28.3 – 37.1 %) and unbiased (32.4 – 34.0 %) transcripts. This trend was largely driven by the putative SFPs in this study (i.e. male-specific transcripts), of which 65.4 % were orphans. As higher rates of nucleotide substitutions are often caused by a relaxed functional constraint or greater positive selection on certain transcripts (reviewed in [4, 57]), higher-resolution analyses including non-synonymous/synonymous mutation ratios (*dN/dS*; [70, 71] and codon-usage bias [72, 73] will be important in clarifying the effects of selection on these *L. salmonis* genes. These analyses will yield important information regarding evolutionary processes affecting reproduction, population dynamics, and drug resistance. In particular, it will be important to identify whether genes involved in drug resistance are similar to those involved in sex-biased expression as this will provide insight on molecular mechanisms behind the higher rate of drug resistance in male *L. salmonis*. Specifically this will inform on whether the increased resistance is due to inherent physiological factors that differ between the sexes, or to the evolutionary rate of resistance mechanisms.

### Sex-biased transcription related to sexually dimorphic phenotypes of *L. salmonis*

*L. salmonis* exhibits extensive sexual dimorphism in morphology at the pre-adult and adult stages [27]. Several sex-biased transcripts discovered here have related functions including the male-biased transcripts enriching the GO categories cellular components involved in morphogenesis (4 transcripts, *p* = 0.03) and Z-disc (sarcomere; 5 transcripts, *p* < 0.0001). Additionally, *serine proteinase stubble catalytic chain* was female-specific in *L. salmonis* and is required for proper formation of appendages in *Drosophila* spp. [74]. Therefore, these transcripts represent targets for understanding sexually dimorphic morphology including features that are important in mating (described in [27, 31, 34]). The sex-biased orphans described here are also ideal candidates for understanding mate guarding, a common mating behavior in crustaceans, which is known to be sexually antagonistic [75]. Therefore, transcripts involved in mate guarding are unlikely to be annotated due to rapid sexual selection [75] and taxonomic constraint [50].

Other molecular links to sexual dimorphism in *L. salmonis* were observed in transcripts such as *longitudinal lacking protein*, *trypsin-1*, and *digestive organ expansion factor*, which were female-biased in this study and have roles in salivary gland, trachea, and digestive organ development and function [76, 77]. Based on female *L. salmonis* having a greater requirement for blood in the meal [33], these transcripts will serve as important markers for understanding sexually dimorphic feeding patterns and related host-parasite interactions.

Male-biased *L. salmonis* transcripts also enriched several GO categories related to the sensory system, which is generally known to be more refined in male copepods [23]. These included potassium ion binding (4 transcripts, *p* = 0.02), solute:cation symporter activity (5 transcripts, *p* = 0.01), and calcium ion binding (12 transcripts, *p* = 0.03), among others (Additional file 3). Males are known to transfer between salmonid hosts more frequently than females [30, 31] with mate location primarily being the responsibility of the male [32]. Thus, transcripts involved in the sensory system and muscle development (e.g. Z disc; Additional file 3) represent putative targets for understanding neuromuscular differences related to increased mobility in males. Furthermore, chemical cues are essential components of host and mate location in *L. salmonis* and serve to optimize the probability of mating through balancing the proportion of males relative to females on each host [29]. Chemosensory signaling and behavioral responses to non-host semiochemical treatments known to interfere with host recognition are sexually dimorphic in *L. salmonis* [32, 78]. Based on the high evolutionary rates of genes involved in chemoreception [79], sex-biased orphans should be considered candidate targets for understanding the chemical ecology of *L. salmonis*.

The identification of sex-biased transcripts in *L. salmonis* also provided preliminary evidence for sexually dimorphic characteristics previously unknown in salmon lice. For example, immune-related transcripts such as *rhotekin-2* and *ras-related protein Rab-32* were female-specific in this study while other related transcripts were female-biased (Additional file 2). Gene Ontology analysis also indicated a higher energy expenditure in female *L. salmonis* based on the female-biased expression of 15 transcripts enriching ATPase activity coupled and 60 transcripts enriching ATP binding (Additional file 3). This is a similar finding to the GO analysis of sex-biased expression in *D. pulex* [11], and may serve as an explanation for the lower frequency of inter-host transfer in female *L. salmonis* [30, 31]. Although male-biased transcripts such as *glycogen phosphorylase, fructose-bisphosphate aldolase*, and *hexokinase-2* enriched the GO category glucose metabolic process (7 transcripts; *p* =0.02), these are likely acting as an energy source for spermatogenesis [80]. These data indicate an increased basal energy demand in female *L. salmonis* that is important for understanding observed sex differences in drug tolerance and resistance [35, 37]. Collectively, the candidate sex-biased transcripts described here represent putative markers controlling energy expenditure, morphology, and the immune and sensory systems of *L. salmonis*.

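Hexokinase type 2 (C131R035), the entry enzyme of glycolysis, had a mean log2 ratio of 0.82 ± 0.63 (SD, n = 17) in Pacific males and −2.04 ± 0.52 (SD, n = 21) in females, a log2 fold change of 2.83 (SE 0.19, adjusted p = 1.4e-15 from limma). Glycogen phosphorylase (C085R148), which releases glucose from glycogen, had 1.59 (SE 0.23, adjusted p = 8.6e-08). Fructose-bisphosphate aldolase had 1.28 (SE 0.17, adjusted p = 2.1e-08) with probe C069R104 and 0.49 (SE 0.13, adjusted p = 9.5e-04) with probe C069R113, which is under the fold threshold, while the probe of Table 3 for that contig (C085R145) was male-biased at a fold change of 2.05 (adjusted p = 3.1e-05). Of 11 tested transcripts for glucose metabolic process, 10 were male-biased and 1, the contig of C069R113 by its brightest probe, did not pass, also when adjusted over the list alone, which is not independent evidence since the study drew the term from these lice. In a list for glycolysis and glycogen chosen by annotation, 18 of 25 transcripts were male-biased, 1 was female-biased and 6 did not pass, the same when adjusted over the list alone, though several members carry the name ATG13.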

### Strengths and limitations of using a consensus-based approach to identify sex-bias

Recently, seven aquaporin paralogs were characterized in *L. salmonis*, each with different expression profiles across stage and sex [81]. Two of these aquaporins (*LsGlp1_v1* (KR005660.1) and *Lsaqp12L2* (KR005666.1)) showed male-specific and male-biased expression, respectively. In the present work, two male-biased contigs annotated as *aquaporin 3* (BT121448.1) and *aquaporin-12A* (BT121051.1; see Table 3) showed more than 99 % sequence similarity to *LsGlp1_v1* and *Lsaqp12L2*, respectively (Additional file 4). Therefore, *aquaporin 3* and *LsGlp1_v1* appear to be the same transcript based on sequence alignment, as are *aquaporin-12A* and *Lsaqp12L2*. Here, *aquaporin 3* was only expressed above background fluorescence in one of the 58 females assayed, supporting the expression profile previously reported [81]. Additionally, *aquaporin-3* was shown to be highly male-biased in the closely related *C. rogercresseyi* [54], suggesting this gene is important for a male-specific function in salmon lice. This type of transcriptomic consensus will be important for functional categorizations in future sea lice studies.

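Aquaporin-3 (C030R103), a channel for water and glycerol, reached a raw Cy5 of 500 in 12 of 19 Pacific males and 2 of 21 females. Its log2 fold change was 2.64 (SE 0.39, adjusted p = 1.8e-07 from limma). Aquaporin-12A (C096R035), an intracellular member of the family, had 2.26 (SE 0.21, adjusted p = 3.4e-12), with 18 males and 19 females at or above 500. The SD over males was 1.72 for aquaporin-3 and 0.78 for aquaporin-12A.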

Within the 1407 transcripts shown to be sex-biased in Atlantic and Pacific populations, only 829 showed concordant expression profiles. The majority of transcripts in the discordant list (Additional file 2) were involved in cuticle formation and molting and, therefore, transcripts that potentially oscillate in expression levels at different molt intervals [47, 82] were eliminated from this interpretation. However, the consensus identification of sex-biased transcripts in *L. salmonis* did prove to be over-conservative in some cases, causing particular transcripts with putative sex-bias to be overlooked. For instance, *trypsin-4* (probe: C054R168), annotated from *Anopheles gambiae* and involved in host seeking behavior and blood feeding [83], was female-specific in BMA2a and in Pacific *L. salmonis*. However, this probe did not pass quality filters in the BMA2b population and was eliminated from the consensus list. 

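Cuticle proteins of the discordant list were higher in Pacific males, with all 40 tested probes male-biased at a median log2 fold change of 3.63. Cuticle protein CP14.6 (C017R057), a chitin-binding protein, had a log2 fold change of 5.34 (SE 0.64, adjusted p = 3.4e-09 from limma, n = 19 males and 19 females). The list held 814 probes of 562 contigs, and 652 of 786 tested probes were male-biased, 116 were female-biased and 18 did not pass. Of its 229 annotated contigs, 28 (12.2%) were annotated for cuticle, chitin or the moult. The study chose the list on these lice among others, so its counts are not independent evidence.

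Lists chosen by annotation were drawn from the supplementary tables, which mostly hold transcripts the study called sex-biased, and are not independent evidence. In these, all 43 tested cuticle and chitin transcripts were male-biased with a median log2 fold change of 3.91. For the moulting hormone, 19 of 21 were male-biased, 1 was female-biased and 1 did not pass, though most of these members are cuticle proteins. Both counts were the same when adjusted over the list alone.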

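Trypsin-4 (C054R168), a digestive protease in mosquitoes, had a mean log2 ratio of 0.71 ± 0.25 (SD, n = 21) in Pacific females and −6.92 ± 0.64 (SD, n = 19) in males. The log2 fold change was −7.62 (SE 0.16, adjusted p = 6.4e-32 from limma). All 21 females and 1 of 19 males were at or above 500, so the male mean rests mostly on background values.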

Female *L. salmonis* are known to feed more heavily on blood than males [33], with certain trypsins known to be involved in digestion and immune evasion on salmonid hosts [84–86]. Additionally, a similar transcript annotated to *trypsin-1* was female-biased in this study (Additional file 2). Therefore, monitoring individual population analyses from this work is also important for identifying potential sex-biased markers in *L. salmonis*. Nonetheless, the consensus set of sex-biased transcripts identified here supports the characterization of *L. salmonis* transcript as markers for reproduction, morphogenesis, behavior, and other sexually dimorphic traits for targeted approaches (i.e. knock-out/knock-down, recombinant production, *in vitro* characterization, etc.) in future studies. This improved understanding of sex-biased gene expression in *L. salmonis* will inform future studies examining host-parasite interactions, drug resistance, reproduction, and novel drug discovery.

## Conclusions

A consensus-based, meta-analysis approach was used to analyze the *L. salmonis* transcriptome, clearly identifying sex-biased transcripts associated with sexually dimorphic traits. Specifically, male-biased transcripts showed higher degrees of sex-bias and lower sequence similarity compared with female-biased transcripts. The enrichment of male-biased transcripts associated with reproduction was likely responsible for these trends. Our results provided insights into known and novel forms of sexual dimorphism in *L. salmonis* including immunity, energy expenditure, morphology, feeding, and mobility. These sexual dimorphisms will be important to consider for industry-relevant applications in areas such as parasiticidal drug response, reproductive roles, and host-parasite relationships. The current work shows that sex-biased gene expression is abundant in the pre-adult *L. salmonis* transcriptome and is likely to control several aspects of sexual dimorphism in this species.

## Methods

### *Lepeophtheirus salmonis* populations and collections

Adult *L. salmonis* were collected from Atlantic salmon aquaculture farms on the Atlantic and Pacific coasts of Canada. Two populations of Atlantic *L. salmonis* were collected in the spring of 2013 from Bay Management Area 2a (BMA-2a; Back Bay) and 2b (BMA-2b; Grand Manan) in the Bay of Fundy, New Brunswick (NB), as described in full previously [35, 37]. A third population representing Pacific *L. salmonis* was collected from the Broughton Archipelago, British Columbia (BC) in 2010. Atlantic and Pacific *L. salmonis* are considered allopatric subspecies [38]. For all collections, egg strings were removed from adult females and larvae reared to the infective copepodid stage in static seawater hatch systems as previously described [35]. Copepodids (F1 generation) were then used to infect Atlantic salmon (*Salmo salar*) and allowed to develop to the pre-adult II stage. Pre-adult (F1) lice from all populations were used in 24 h in vitro EMB bioassays (described below) before collection and storage at -80 °C for RNA extraction.

### Atlantic and Pacific *L. salmonis* Microarray Datasets

Two microarray datasets were used to compare sex differences in *L. salmonis* from the Atlantic (2013 collection) and Pacific (2010 collection) coasts of Canada. The Atlantic dataset was accessed from NCBI through Gene Expression Omnibus (GEO) accession GSE56024 [37]. In this study a total of 77 pre-adult Atlantic *L. salmonis*, 38 females and 39 males from BMA-2a and BMA-2b were exposed to four concentrations of EMB (0.1, 25, 300, and 1000 ppb) and a seawater control, as previously reported. The bioassay protocol was identical for both populations. This study compared the effects of EMB on *L. salmonis* including the interactions between population (BMA-2a is more EMB-resistant than BMA-2b; [37, 87]) and sex. However, baseline differences between males and females were not reported. The Pacific dataset was provided by the same laboratory group (B. Koop and S. Jones, *unpublished data*), which exposed 39 pre-adult Pacific *L. salmonis,* 21 females and 19 males, to low doses of EMB (0.01, and 0.1 ppb) or a seawater control. Lower doses of EMB were selected based on the high EMB-sensitivity of this population [88]. For all F1 generation cultures, lice were maintained in filtered sea water at 10 ± 2 °C and 32 ± 2 ppt. The Pacific dataset has been uploaded to GEO under the accession GSE73734.

A 38 K oligonucleotide microarray (eArray, Agilent) designed with expressed sequence tags (ESTs) from Atlantic and Pacific *L. salmonis* [39] was used to analyze all lice in this study. Annotation of each contig was completed using BLASTx and RPS-BLAST against SwissProt and Conserved Domain Database (e < 10^-10^), respectively. A total of 18 – 21 hybridizations for each sex and population combination (117 total hybridizations) were completed. Hybridizations were completed using methods for sample preparation, microarray hybridization, and scanning as previously reported [37, 89]. Briefly, all slides were scanned using a Perkin Elmer ScanArray® at 5 μm resolution and optimized PMT intensities (1-2 % of array spots saturated). Filtering and quantification was completed using Imagene 8.1 (Biodiscovery) before completing statistical analyses in GeneSpring GX v12.6 (Agilent). A quality control (QC) filtered probe list was created for each population (Table 1) with probes included for statistical analysis only if at least 65 % of the samples in any one condition had raw fluorescent intensities ≥ 500 and showed no poor quality spots.

### Sex-biased Gene Expression in *L. salmonis*

Microarray data was used to characterize baseline expression differences between male and female *L. salmonis*. Sex-biased probes were identified using a two-way ANOVA with sex and EMB as explanatory variables (Benjamini-Hochberg multiple test correction; *p* < 0.01; fold change (FC) ≥ 1.5). 

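Of 18 tested transcripts for ABC transporters and detoxification, the families that move or alter macrocyclic lactones, none passed limma's test for EMB in Pacific lice, also when adjusted over the list alone. The same held for each of the other lists chosen by annotation. With 13 lice at 0 ppb, 12 at 0.01 ppb and 15 at 0.1 ppb, limma called 0 of 22283 probes, with 450 at an unadjusted p under 0.05 and a smallest adjusted p of 1.00. Against 0 ppb, 402 probes at 0.01 ppb and 555 at 0.1 ppb had an unadjusted p under 0.05. For a difference in EMB response between the sexes, 0 probes were called, with 1164 at an unadjusted p under 0.05 and a smallest adjusted p of 0.894. Simulated values took the spread of raw median-centred ratios, the same in both sexes, over probes that include untested ones. Shares called may therefore differ for the normalized values tested here. In these simulations 64.0% of 1.5-fold, 85.5% of 2-fold and 96.5% of 4-fold changes at 0.1 ppb had an adjusted p under 0.01 from limma. The fold threshold was not applied there, so the full rule would call fewer of the 1.5-fold changes. With 200 probes changed at each fold, the adjusted p was also easier to pass than with few true changes. Differences of these sizes between the sexes, simulated as opposite changes in males and females at 0.1 ppb, passed in 3.5%, 41.5% and 84.5%.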

The effects of EMB on Atlantic *L. salmonis* transcriptomes was minor [37] and a significant transcriptomic effect was not detected in Pacific *L. salmonis* used here (i.e. no probes showed differential expression by EMB). The effects of EMB exposures were also controlled for in the statistical model by only using transcripts affected by a main effect of sex and through consensus-based analyses (described below). All probes with a main effect of sex for each individual population are compiled into Additional file 1.

Sex-biased probes from each population were used to create a consensus list for functional analyses. This list was limited to probes exhibiting significant and concordant sex-bias in all three populations of *L. salmonis* described here (Fig. 2). Sex-biased probes from individual population analysis can be found in Additional file 1, while sex-biased probes identified using the consensus sex-biased method can be found in Additional file 2. As duplicate probes represent unique contigs (i.e. transcripts) on the array [39], contig IDs are also included in the additional files. The variation between duplicate probes of consensus sex-biased transcripts is quantified in Additional file 2. Only unique transcripts are used to calculate the proportion of sex-biased expression in Atlantic and Pacific *L. salmonis*.

Differences in the degree of sex-bias were assessed by binning transcripts based on their degree of differential expression between male and female *L. salmonis* [6]. Transcripts with low sex-bias were those overexpressed by a fold change (FC) of ≥ 1.5 but < 4, while highly sex-biased transcripts had a FC ≥ 4. A mean FC value representing all three populations was also included (Additional file 2). Any transcript that did not pass the background QC filter in 100 % of the individuals within one sex was considered to be sex-specific in this study. However, based on lower limits of detection for microarrays, these transcripts may not be biologically sex-specific. A transcript similarity assessment was also completed using all QC-filtered probes against *kunitz/BPTI-like toxin* (probe ID: C259R052). Transcripts with similar expression patterns to *kunitz/BPTI-like toxin* were determined using a Pearson’s correlation (0.95 < r < 1.0). These transcripts are described in Additional file 2.

Functional enrichment of the consensus sex-biased transcript list was done using Gene Ontology (GO), InterPro, and SwissProt (SP) and Protein Information Resource (PIR) Keywords (SP_PIR_Keywords) with DAVID bioinformatics [90–92] using a modified Fisher’s exact test (*p* < 0.05; genes/enrichment category ≥ 4). Unique SwissProt accession ID’s were compared against a QC filter background list designed to include transcripts passing QC filters in all populations (Table 1). To reduce redundancy of Gene Ontology categories, GO Trimming was used with an 80 % soft trim threshold [93]. All GO analyses can be found in Additional file 3.

### Sequence conservation in sex-biased and unbiased transcripts

To investigate rates of sequence divergence in sex-biased transcripts, unique contigs passing QC filter for each population were binned into one of three categories: Male-biased (overexpressed by males), female-biased (overexpressed by females) or unbiased (no expression difference between sexes). All contigs on the microarray were annotated using UniProt [94] and Conserved Domain Database (NCBI, [40]) with the best match being the alignment with the lowest Expect value followed by the highest bitscore [39]. Transcripts with no significant match (e > 1.0^-10^) were considered orphans (labeled as “unknown” in additional files). To assess the degree of sequence conservation between male-biased, female-biased and unbiased transcripts, the proportion of orphans relative to annotated transcripts in each of these categories was assessed based on similar methodologies [11, 41]. Sequence conservation in male-biased and female-biased transcripts from the consensus list was also analyzed (Table 1).

### Novel transcript discovery using sex-biased orphans

Based on the robust approach using a consensus sex-biased transcript list, orphans showing concordant sex-bias across all populations were re-annotated using a less conservative threshold of e > 1.0^-5^. This annotation threshold is common amongst other sea lice transcriptomic studies and is generally considered an acceptable cut-off for annotation [50]. This annotation was used for exploratory transcript prediction but not for the main analysis or the Gene Ontology enrichment analysis. Sex-biased orphan annotation results can also be found in Additional file 2.

## Abbreviations

BMA, Bay Management Area; CDD, Conserved Domain Database; EMB, emamectin benzoate; FC, fold change; GEO, Gene Expression Omnibus; GO, Gene Ontology; PCA, principal component analysis; QC, quality filtered; SFP, seminal fluid proteins; SP_PIR_Keywords, SwissProt and Protein Information Resource Keywords.

## Additional files

Additional file 1: Sex-biased and sex-specific transcripts in individual populations. (XLSX 1955 kb) Additional file 2: Consensus sex-biased and sex-specific transcripts, co-expressed “kunitz cluster”, and newly annotated sex-biased orphans. (XLSX 340 kb) Additional file 3: ene Ontology, SP-PIR_Keywords, and InterPro. (XLSX 93 kb) Additional file 4: Sequence alignment of *L. salmonis* aquaporins.

How the deposited data were processed for this re-analysis (not part of the article)

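Gene expression was measured in 40 individual pre-adult Pacific lice, 19 males and 21 females, after exposure to 0, 0.01 or 0.1 ppb EMB. The labels give the stage as pre-adult I and II, and the paper as pre-adult II. The labels also give the status of each louse for a microsporidian parasite, which was positive in 21 lice, negative in 18 and not given for 1 male. The Atlantic populations of the paper were not analysed here. Lice were grouped by sex and EMB concentration as the labels give them. Each array carried Cy5 from 1 louse and Cy3 from a common pool, and no dye swaps were made, so a dye effect of a probe is common to all lice.

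The authors scanned the slides and quantified spots in ImaGene, and the deposited spot values are intensity on a linear scale before any background subtraction. Quality marks and saturation marks from the same program accompany each spot. The deposited table of processed values holds the authors' log2 ratios of Cy5 to Cy3, whose normalization the paper's text does not name, and it was used only as an alternative. Each of its 40 columns had its highest correlation with the array of its own louse, at 0.814 to 0.989. Of the arrays, 39 had their highest correlation with their own column, and female replicate 1 at 0.1 ppb had 0.814 with its own and 0.907 with that of another louse. The 11 slides hold 44 arrays, of which 4 belong to no sample and were left out.

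Values were computed in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8. Mean spot signal was corrected for local background by normexp with an offset of 50, and log2 ratios were normalized by loess within each array, with control spots and poor spots at weight 0. A spot counted as poor when it carried the poor mark and was not saturated in either dye. The study's filter was applied to raw Cy5, at 500 or more with no poor mark in at least 65% of the lice of any 1 group of sex and EMB, and 22283 probes were tested. Poor spots left 28 of these with no value in at least 1 group, 13 of them sex-biased, and their fold changes rest on the other groups. Sex, EMB, microsporidian status and the interactions of sex with EMB and of sex with status were tested with limma's moderated statistics over 6 group means. Calls needed a Benjamini-Hochberg adjusted p under 0.01 and a fold change of at least 1.5, as in the study. Probes under 500 in all lice of a group have no measurable value there. For these the Cy5 channel was scaled across arrays by limma's Aquantile method, and the dim group was set to at least the median value of probes with a raw Cy5 of 500 to 520 on the same array. The resulting fold change is a lower bound.

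Principal components used the 16405 probes expressed in both sexes. Co-expression used Pearson's correlation with C259R052 above 0.95, as in the study. Exact permutation tests were run in Python 3.11.15 with numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. The limma steps were tested on simulated data, in which changes of 1.5-fold, 2-fold and 4-fold were added to 200 probes each. The spread of a simulated probe was that of its raw median-centred ratios, the same in both sexes. Probes were drawn from all on the array, tested or not, so the shares called may differ for the values tested. A simulated call needed only an adjusted p under 0.01, without the fold threshold, so the shares at 1.5-fold are higher than the full rule would give. For sex, 64.5%, 90.0% and 97.0% of the changed probes were called, with 7 false calls among 14400 unchanged probes. For microsporidian status, 61.0%, 86.0% and 96.5% were called.

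Transcripts named in the text follow a rule set before the data were examined, when the values in the paper's tables had been seen. It names every transcript of the paper's text, Table 3 and Fig. 4, and the 15 annotated contigs with the largest fold change in each direction. A contig with more than 1 probe is described by its brightest, which is not always the probe of Table 3. Transcripts named as examples of a functional term or of a list were chosen after their values were seen. The functional terms were those of Additional file 3, and 23 further lists were fixed at the same time as the rule, as patterns in the annotation of a probe. No table annotating all probes was used, so lists were counted among the annotated probes of the supplementary tables and no enrichment was tested. These tables mostly hold transcripts the study called sex-biased, on these lice among others. Counts of sex-biased transcripts in the lists are therefore not independent evidence. The list of cytosolic ribosomal proteins had no annotated member. Splits of the lice by sex, EMB or status were drawn 99 times besides the real one.

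Alternatives covered background correction, spot signal, normalization, slide and array position as factors, replicate number as a block, an unmoderated test, the filter, the background level, fold thresholds, the lice at 0 ppb alone, the lice labelled negative alone and leaving out each louse. Array intensities give no counts, and signal over background limits what can be seen, since 58.4% of probes passed the filter.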

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

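The tests of RNA of the microsporidian and of a response of the louse were chosen only after the result was seen, while the test of slides and the splits of the lice were planned.

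The strongest probes tied to microsporidian status were C200R085 and C117R146, which carry no annotation in the tables used here. C200R085 was at or above 500 in all 21 positive lice and in no negative louse. It was at least 26.9-fold higher in positive lice (adjusted p = 4.7e-15 from limma). C117R146 likewise reached 500 in all 21 positive lice and in no negative louse, and was at least 27.8-fold higher (adjusted p = 6.4e-13 from limma). In all, 52 probes were higher in positive lice and none was lower (1148 at an unadjusted p under 0.05), a signal in data that the paper does not report on. Of these, 45 reached 500 in no negative louse, 5 in 1, 1 in 2 and 1 in 3, and 19 reached it in all positive lice. None of the 52 is among the probes of the supplementary tables that were used here, and the smallest adjusted p for sex among them was 0.0799.

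A difference between slides is excluded as the whole cause, since positive minus negative within a slide had a median over the 52 probes of at least 1.70 in all 10 slides with both statuses. Chance can be excluded, with 52 probes for the real status and 0 as the highest of the other splits (100 splits, 1 as large including the real one). RNA of the microsporidian itself is a candidate explanation, since within positive lice the 52 probes had a median pairwise correlation of 0.915 once group means were removed. Louse transcripts switched on only by infection stay open and cannot be told apart from it, because 0 of the 52 probes were at or above 500 in more than 9 of the 18 negative lice. For a difference in this response between the sexes, limma called 0 probes (657 at an unadjusted p under 0.05). The other splits had a highest count of 11, but with a real count of 0 all 100 are as large by construction, so they do not bear on chance.

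Single lice stood far from the others of their group in 5 of 24 tests (4 measures in each of 6 groups), where chance gives about 1 in 20. Male replicate 3 at 0.01 ppb had a PC1 score of −20.9, against −100.3 to −91.6 in the other 4 males. This male and replicates 1 and 5 at 0 ppb, the males nearest to 0 on PC1, also had the highest male means over the transcripts co-expressed with C259R052. These means were 2.56, 3.50 and 2.21, but replicate 2 at 0.01 ppb, at −100.3 on PC1, also expressed them (1.24). Female replicate 6 at 0 ppb had a mean log2 ratio of −4.01 over the transcripts co-expressed with C259R052, against −5.03 to −4.69 in the other females at 0 ppb. With the authors' processed values this female was at −5.66, within the −6.11 to −5.55 of those females. Of the 164 probes, 26 reached 500 in this female, so the mean rests mostly on background values. Female replicate 1 at 0.1 ppb had a correlation of 0.814 with the authors' processed values, against 0.953 to 0.985, and 5.51% poor spots, against 1.24 to 1.87%. Female replicate 1 at 0.01 ppb had 0.614% poor spots, against 1.75 to 2.23%.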

How the results depend on the processing

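The fits with no filter on dim probes, median centring for the functional terms and lists, poor spots kept for named transcripts, and slides against the other slides were chosen only after the results were seen. Sex-biased probes numbered 12116, and 10344 to 15150 under the other alternatives, except for 7278 with only the 13 lice at 0 ppb and 7796 at a fold change of at least 2, which have fewer lice or a stricter threshold. Median centring called 14569 probes, 4745 male-biased and 9824 female-biased (32.6% male-biased against 52.4% in the main result), and shared 10341 with the main result. Consensus probes called fell from 890 to 575 with the 13 lice. Orphan shares of the male and female contigs called here differed by 23.4 percentage points, and by 7.85 at a fold change of at least 4, where the test no longer passed. Listed male contigs that were not tested are outside both. Of 114 transcripts named by the rule, 106 were called, and none reversed under any alternative.

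For EMB and for both interactions limma called 0 probes under every alternative but leave-one-out (394 to 1794 at an unadjusted p under 0.05). Status called 37 to 60 probes, and 0 when the filter took condition as sex only, since positive lice were 12 of 21 females and 9 of 19 males, under the 65% the filter asks. Sex-specific probes numbered 168, 205 at a raw Cy5 of 1000 and 0 at 250, where only this limit was changed. Arrays of both sexes had a median local background above 250, so that 0 does not bear on expression. Tested probes with a correlation above 0.95 with C259R052 were 59, 0 with Spearman's correlation and 340 with no filter on dim probes. PC1 held 39.7 to 61.6% of the variance, and the correlation of a slide with the fit over all lice, its own among them, was lowest on slide 10 (0.65), with 1 louse of each sex.

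Leaving out 1 louse at a time gave 11952 to 12206 sex-biased probes, 49 to 54 for status, 0 to 1 for EMB and for sex by EMB (1 without female replicate 1 at 0.1 ppb), 0 to 1 for sex by status (1 without male replicate 2 at 0.1 ppb), 855 to 908 consensus probes and 58.9 to 61.6% on PC1. Named transcripts were 105 to 106 without each of the 5 males at 0.01 ppb, the only lice left out for them.

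Replicate numbers do not pair the lice. Deviations of 91 same-numbered pairs had a median correlation of 0.0027 (−0.457 to 0.589), and 6 of 40 lice correlated best with their own number. With the replicate block, 12130 probes were sex-biased and 47 higher in positive lice. A raw Cy5 near 500 limits calls in dim probes.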

Differences from the paper's values

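Of the male-biased consensus contigs, the paper's share at a fold change of at least 4 in Pacific lice is 62.3%, and the share here was 39.3%. The sets differ, since the paper's list holds 368 contigs and the share here covers the 242 called. The filter left 125 listed contigs untested, and 7 of the 183 probes listed as male-specific passed it. A share counts as different here when one is more than 1.5 times the other. Of the alternatives set before the data were examined, 5 did not differ by this rule but stayed lower, Signal Median at 43.0%, block number as a factor at 43.2%, the authors' processed values at 45.4%, the lice labelled negative at 48.0% and the 13 lice at 0 ppb at 51.0%. The other 9 differed, at 33.9 to 41.3%. No filter on dim probes, chosen after seeing the values, gives 56.7% and drops 1 of the 368 listed contigs. Only the filter differs there from the main result, so most of the gap goes with the contigs that the filter removed.

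The paper's count of male-biased consensus contigs is 368, in a list chosen on these lice among others and so not independent evidence, and 242 were called here. Of the 368, 125 had no tested probe and 243 were tested. None of the 14 alternatives set before the data were examined comes within 1.5 times, the lowest being 145. No filter on dim probes, chosen after seeing the values, gives 367 and drops 1 of the paper's contigs. The paper's count of female-specific contigs is 20, and 12 had no male above background here. Within 1.5 times were 1000 as the background level, Signal Median and 500 after subtracting background, and not 250, which gives 0 and lies under the local background of a male array.

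Of 91 named probes with a Pacific fold change in the supplementary tables and at least 1 louse of each sex at or above 500, 6 differed from it by more than the spread between lice, and none had the opposite sign. The log2 fold changes here and the paper's were −5.64 and −6.48 for C167R141, −3.55 and −4.40 for C119R068 and −7.02 and −7.93 for C141R139. They were −0.53 and −0.87 for C080R130, −6.17 and −6.99 for C143R036 and −6.03 and −6.74 for C266R094. Of 21 alternatives, the authors' processed values came within this spread for all 6, and median centring for all but C141R139. For C167R141, C119R068 and C141R139 none of the others did. Signal minus background, Signal Median, status in the model and leaving out male replicate 1, 4 or 5 at 0.01 ppb did so for C080R130, C143R036 and C266R094, and poor spots kept, chosen after seeing the values, for C080R130 and C143R036. The additive model did so for C080R130, slide as a fixed block for C143R036 and C266R094, the replicate block for C143R036, and slide as a random block and block number for C266R094. Lower bounds for 4 further named probes did not exceed the paper's values.

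Some transcripts or groups the paper describes as sex-biased in all populations were not called here. Of the 9 female transcripts of Fig. 4, 5 (−0.55 to −0.44) had the paper's direction under the fold threshold of 1.5, and median centring and the authors' processed values both called all 9. For prohibitin-2 and 1 of the aldolase contigs the brightest probe was under the threshold (−0.55 and 0.49) and the other probe passed (fold changes of 1.81 and 2.05), so the choice of probe decides these 2. Median centring and the authors' processed values called the brightest probe of prohibitin-2 (−1.02 and −0.62), and median centring (0.76) and Signal Median (0.60) that of aldolase. The paper describes several complexes as wholly female-biased, and here 4 of 8 transcripts of the chaperonin-containing T-complex, 3 of 4 of the Nup107 complex and 3 of 4 of the histone deacetylase complex passed, while 13 of 13 of the spliceosome did. Median centring and the authors' processed values called 4 of 4 of the Nup107 and of the histone deacetylase complex, and 3 and 7 of 8 in the chaperonin. Stubble, rhotekin-2 and trypsin-4, which the paper describes as female-specific, were at or above 500 in 3, 2 and 1 of 19 males (4 with another probe of stubble), while Rab-32 was so in none. The paper states that aquaporin 3 was above background in a single female, and it was so in 2 of 21 Pacific females here. The paper describes most of the discordant list as cuticle and moult transcripts. Here 28 of its 229 annotated contigs (12.2%) were, by annotation text.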

Other observations

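The tests of slides, EMB and status as causes of the kunitz pattern were chosen only after the result was seen, while the splits of the lice were planned.

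Histones were mostly higher in females, with 6 of 8 transcripts female-biased, 1 male-biased and 1 that did not pass. Histone H2B (C250R040), a core histone, had a log2 fold change of −3.46 (SE 0.13, n = 19 males and 21 females) and H2A (C263R074) −2.73 (SE 0.14, n = 14 males and 21 females), while H3.2 had 1.73 (SE 0.19). Peroxidases of the chorion type went both ways, at −6.01 (SE 0.67) for C265R044 and 4.50 (SE 0.70) for C191R024. Lectin 8 kDa, a sugar-binding protein, had 3.82 (SE 0.22).

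Of 18 tested transcripts for ABC transporters and detoxification, 7 were female-biased, 4 were male-biased and 7 did not pass. Esterase E4, which sequesters insecticides in aphids, had a log2 fold change of 2.41 (SE 0.23), and ugt-50 (C057R019), a glucuronosyltransferase, was at or above 500 in no male and was at least 17.4-fold higher in females. Of 45 heat shock proteins and chaperones, 23 were female-biased, 6 were male-biased and 16 did not pass, with HSP60 of the mitochondrial matrix at −1.39 (SE 0.14). DnaJ B5, a co-chaperone, went the other way at 2.25 (SE 0.20). Female-biased were 6 of 12 mitochondrial ribosomal proteins and 3 of 13 proteasome subunits, and the others did not pass. With median centring these last counts were 12 and 8. All counts were the same when adjusted over the list alone. Adjusted over the list alone, no list had a call for EMB or microsporidian status. Adjusted over all probes no list could have a call. EMB had 0 calls in all, and none of the 52 probes tied to status is in the supplementary tables from which the lists were drawn.

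The transcripts co-expressed with C259R052 were on in 9 males, taken as C259R052 at or above 500, and off in 10. No single label separated the 2 kinds of male. Males of both kinds were found on 3 slides, at all 3 EMB doses and in both statuses, where 4 of 9 positive and 5 of 9 negative males were on. Means were −1.80 ± 2.90 (SD, n = 9) in positive and −0.77 ± 3.39 (SD, n = 9) in negative males (2-sided exact permutation test, p = 0.443, adjusted over 2 tests 0.886). These argue against slide, EMB exposure or status as the whole cause, with 3 slides, 3 doses and 2 statuses that hold both kinds. The 2 kinds of male also lay mostly apart on PC2, at −111 to 0.92 in on males and −10.2 to 51.9 in off males. Why they did so was not tested. The labels give the stage as pre-adult I and II, while the paper gives pre-adult II. Stage and age were not compared between the 2 kinds of male. Other differences between males have no label, and no biological explanation beyond EMB and status was tested.

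Chance can be excluded for the sex-biased probes, at 12116 against a highest of 1 in the other of 100 splits (1 as large including the real one). It can also be excluded for the wider spread in males, at 4585 probes against a highest of 1232 (1 of 100 as large). For EMB, limma called 0 probes (450 at an unadjusted p under 0.05), and for sex by EMB also 0 (1164 at an unadjusted p under 0.05). With a real count of 0 all 100 splits are as large by construction, so they do not bear on chance here. The highest counts of the other splits were 189 and 241 and the medians were 0, and the cause of the high counts was not tested.

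In the male with no status given, 36 of the 52 probes tied to status were at or above 500. Over the 399 pairs of a male and a female array, the correlation of log2 ratios was below −0.3 in 18.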
